# Interaction of MLE with CLAMP zinc finger is involved in proper MSL proteins binding to chromosomes in *Drosophila*

**DOI:** 10.1098/rsob.230270

**Published:** 2024-03-13

**Authors:** Evgeniya Tikhonova, Anastasia Revel-Muroz, Pavel Georgiev, Oksana Maksimenko

**Keywords:** MSL, sex determination, transcription factor, C2H2 proteins, zinc finger domain

## Abstract

The *Drosophila* male-specific lethal (MSL) complex binds to the male X chromosome to activate transcription. It comprises five proteins (MSL1, MSL2, MSL3, male absent on the first (MOF), and maleless (MLE)) and two long noncoding RNAs (lncRNAs; roX1 and roX2). The MLE helicase remodels the roX lncRNAs, enabling the lncRNA-mediated assembly of the *Drosophila* dosage compensation complex. MSL2 is expressed only in males and interacts with the N-terminal zinc finger of the transcription factor chromatin-linked adapter for MSL proteins (CLAMP), which is important for the specific recruitment of the MSL complex to the male X chromosome. Here, we found that MLE's unstructured C-terminal region interacts with the sixth zinc-finger domain of CLAMP. *In vitro*, 4–5 zinc fingers are critical for the specific DNA-binding of CLAMP with GA repeats, which constitute the core motif at the high affinity binding sites for MSL proteins. Deleting the CLAMP binding region in MLE decreases the association of MSL proteins with the male X chromosome and increases male lethality. These results suggest that interactions of unstructured regions in MSL2 and MLE with CLAMP zinc finger domains are important for the specific recruitment of the MSL complex to the male X chromosome.

## 1. Introduction

Dosage compensation is a mechanism for compensating gene expression in organisms with an unbalanced number of genes between sexes. In *Drosophila*, sex is determined by the number of X chromosomes: females have two X chromosomes, while males only have one. Dosage compensation is realized via an increase in the expression of male genes on the X chromosome to which the RNA–protein complex that activates transcription binds specifically [1–6]. *Drosophila*'s *d*osage *c*ompensation *c*omplex (DCC) comprises five proteins whose gene mutations are lethal in males. These proteins are called *m*ale-*s*pecific *l*ethal *1* (MSL1), *2* (MSL2), and *3* (MSL3); maleless (MLE); and *m*ale absent *o*n the *f*irst (MOF). The complex also includes two long noncoding RNAs (lncRNAs; roX1 or roX2). MSL1, MSL3, MLE, and MOF are present in both sexes, with only MSL2 and both roX RNAs exclusively expressed in males.

MSL1's C-terminal PEHE (with characteristic amino acidic residues proline (P), glutamic acid (E), histidine (H)) domain is responsible for interacting with MSL3 and MOF [7–10], which together form the functional acetylase module. MSL1's N-terminal coiled-coil domain forms a homodimer that interacts with two MSL2 proteins [7]. It was found that the N-terminal helixes and RING finger (zinc binding domain of C3HC4 involved in ubiquitination) of MSL2 are required for interaction with MSL1 [7]. The MSL1/MSL2 core can specifically bind to a reproducible set of about 200 sites on the X chromosome, which were called the primary chromatin entry (CES) [11] or high-affinity (HAS) sites [12]. A GA-rich sequence motif within the HAS/CES, the MSL recognition element (MRE), is important for DCC targeting [11,12].

MSL2 contains the conserved cysteine-rich CXC domain formed by nine cysteines coordinated by three Zn ions (Zn3Cys9) that is the only DNA-binding domain found in the *Drosophila* MSL complex [13,14]. The CXC domain binds with high specificity to MREs *in vitro* [14–16]. Ubiquitous transcription factor *c*hromatin-*l*inked *a*daptor for *M*SL *p*roteins (CLAMP) binds also to GA-rich sequences (MREs) in most of the HAS/CES [17–19] and directly interacts with MSL2's *C*LAMP *b*inding *d*omain (CBD), located distally of its CXC domain [20–22]. It is proposed that the interaction between CLAMP and MSL2 is important for the specific binding of the MSL complex to the male X chromosome [20,21,23]. The CXC domain and CBD of MSL2 are jointly required for the recruitment of MSL to the male X chromosome (figure 1) [13,20,21,23]. However, the question remains how CLAMP specifically interacts with the MSL complex associated with HAS, since there are more than ten thousand CLAMP binding sites on all chromosomes [18].

**Figure 1.**
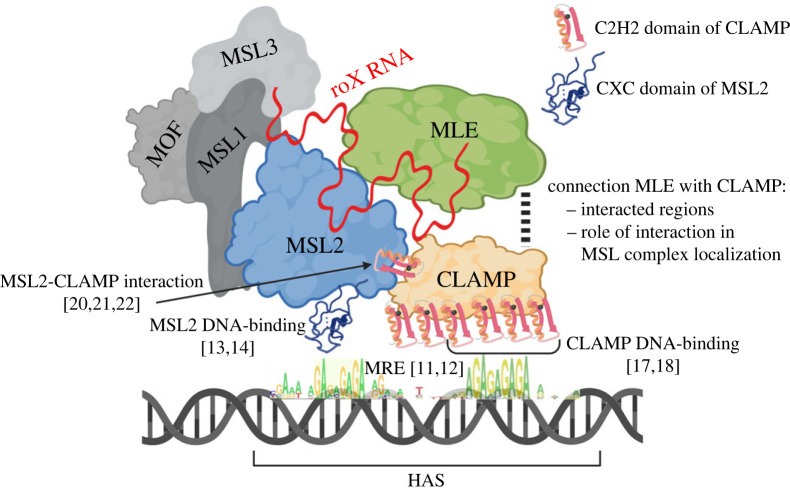
Schematic representation of MSL complex comprising MSL1, MSL2, MSL3, MOF, MLE, CLAMP proteins, and roX lncRNA, recruited to the HAS/CES on X chromosome. MSL2 (via CXC domain) and CLAMP (via 4–7 C2H2 domains) proteins are able to bind with (GA)-rich sequences, which are represented as part of the HAS in MRE. C2H2 domain of CLAMP directly interacts with unstructured region of MSL2. References to relevant works are presented in square brackets.

MLE, an ATP-dependent RNA/DNA helicase of the DEAD subfamily, interacts with the two noncoding roX lncRNAs with high specificity and induces their unwinding [24–30], enabling them to bind to MSL2 [31,32] and potentially other MSL proteins [24,25,32,33]. MSL2's unstructured C-terminal portion is required to integrate the roX lncRNAs into the MSL complex [31,34,35]. Without MSL2, the roX lncRNAs are not included in the MSL1-MSL3-MOF subcomplex [7]. By interacting with MSL proteins, the roX lncRNAs stimulate the assembly of complete active complexes [32–35]. MLE is mainly included in the MSL complex through its interaction with the roX lncRNAs [25,36]. A model has been proposed in which the roX lncRNAs form condensates around the male X chromosome *in vivo* that concentrate MSL proteins, leading to the subsequent specific binding of the MSL complexes to the X chromosome [34,35]. MLE has also been implicated in the spread of the DCC along the X chromosome from the HAS [29,30,37,38]. ChIP-seq binding profiles for all MSL subunits in S2 cells suggest that MSL2 and MLE determine the binding of the MSL complex to HAS [39]. In accordance with the assumption that the protein is involved in the recruitment of the MSL complex to the X chromosome, it was shown that MLE interacts with CLAMP in coimmunoprecipitation from extracts isolated from the CME W1 Cl.8+ cell line [25]. Also the deletion of either the CBD or CXC domain in MSL2 does not significantly affect specific recruiting of MSL on the X chromosome [21] suggesting that other MSL subunits can be responsible for association of the complex with the X chromosome.

The main goal of this study is to elucidate the potential role of MLE in the recruitment of the MSL complex to the X chromosome of males (figure 1). Using the yeast two-hybrid (Y2H) and coimmunoprecipitation assays, we show that MLE's unstructured C-terminal region interacts with CLAMP's six zinc-finger domain. ChIP-seq analysis showed that the deletion of the CBD in MLE affects the recruitment of the MSL complex to the male X chromosome in adult flies.

## 2. Results

### 2.1. MLE interacts with CLAMP's sixth C2H2 domain

The 1293 amino acid (aa) ATP-dependent DEXH box RNA/DNA helicase MLE (figure 2*a*) contains two N-terminal RNA-binding domains (*d*ouble-*s*tranded *R*NA (dsRNA) *b*inding *d*omain 1 (dsRBD1) and 2 (dsRBD2)) [36], two highly conserved RecA domains [40], a *h*elicase *a*ssociated *2* (HA2) domain, and an *o*ligonucleotide-*b*inding (OB)-fold domain. The region between 105 and 1158 aa forms the core of the MLE protein (figure 2*a*). At MLE's C-terminus is an unstructured region followed by imperfect GGGYGNN heptad repeats that may be involved in nonspecific RNA binding [41]. MLE's C-terminal region has been shown to contain a nuclear localization signal (NLS) and have dimerization activity [41,42].

**Figure 2.**
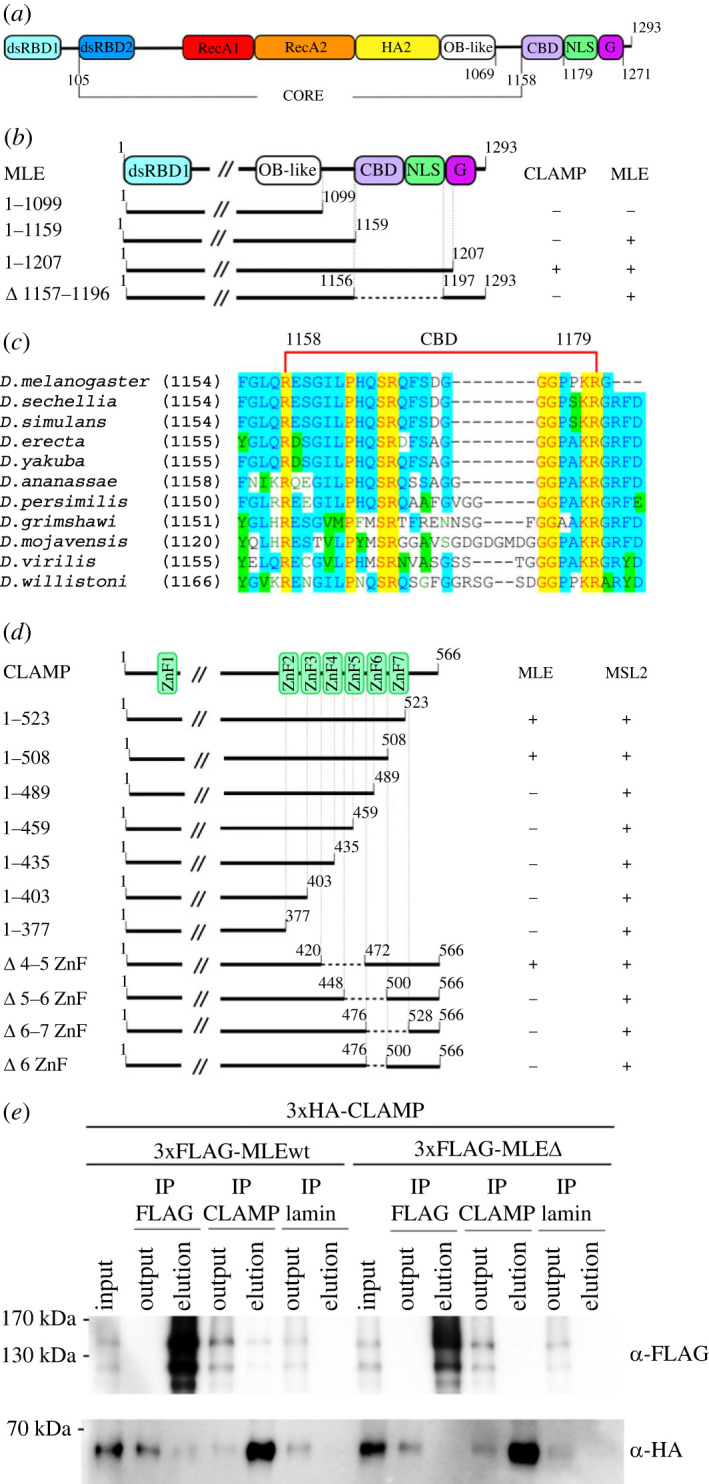
The mapping of interacting regions in CLAMP and MLE. (*a*) Schematic representation of the MLE protein. The dsRBD2, RecA1, RecA2, HA2, and OB-fold domains form the globule core of MLE. CBD, CLAMP binding domain; NLS, nuclear localization signal; G, GGGYGNN heptad repeats. (*b*) The mapping of the MLE domain interacting with CLAMP in the Y2H assay. Different MLE fragments were fused to the GAL4 activating domain (AD) and tested for interactions with CLAMP or MLE fused to the GAL4 DNA-binding domain (DBD). All MLE fragments were tested for the absence of interaction with the GAL4 DBD alone. (*c*) Alignment of the CBD of MLE among Drosophilidae. (*d*) The localization of the CLAMP domain interacting with MLE in the Y2H assay. ZnF, C2H2-type zinc finger domains. Different CLAMP fragments were fused to the GAL4 AD and tested for interactions with MLE or MSL2 fused to the GAL4 DBD. All CLAMP fragments were tested for the absence of interaction with the GAL4 DBD alone. (*e*) Total extracts from *Drosophila* S2 cells co-transfected with 3xHA-CLAMP and 3xFLAG-MLEwt (MLE^WT^) or 3xFLAG-MLEΔ (MLE^ΔCBD^) were immunoprecipitated with antibodies against FLAG, CLAMP or lamin (used as a negative control), and the immunoprecipitates were analysed by immunoblotting for the presence of FLAG- or HA-tagged proteins. Immunoprecipitates after elution are shown concentrated relative to the input by a factor of 5.

A potential interaction between MLE and CLAMP was demonstrated only via co-immunoprecipitation and might be mediated by MSL2, which directly interacts with CLAMP. Therefore, we first confirmed that MLE and CLAMP interact directly in the Y2H assay (figure 2*b*; electronic supplementary material, figure S1). We also repeatedly demonstrated that MLE can form dimers. Next, we mapped regions in MLE that interact with CLAMP. Several MLE variants with deletions in the C-terminal region were tested for interaction with CLAMP or MLE. We found that the 1159 aa MLE can interact with wild-type (WT) MLE but not CLAMP; the 1099 aa MLE lost both interaction abilities. Available data [40] showed that the region between 1099 and 1159 aa is included in the overall globular structure of the protein along with all other domains; therefore, deletion of the 1099–1158 aa region is highly likely to result in an incorrectly folded MLE protein. The 1207 aa MLE could interact both with CLAMP and MLE. Deleting the 1158–1195 aa region in MLE results in the loss of the interaction with CLAMP but preserves homodimerization activity. According the MLE structure [40], the 1158–1195 aa region is located outside of the globular core. The 1158–1195 aa region contains moderately conserved sequences only among MLEs of *Drosophila* species (figure 2*c*; electronic supplementary material, figure S2) and directly flanks the potential NLS. The MLE region between 1158 and 1195 aa was called the CBD.

Next, we attempted to map the region in CLAMP responsible for its interaction with MLE (figure 2*d*). CLAMP is a 566 aa transcription factor that contains a single C2H2-type N-terminal zinc finger (C2H2 domain) and a C-terminal cluster of six C2H2 domains (figure 2*d*). We previously found that the N-terminal C2H2 domain is required for its interaction with MSL2 [21], while most of the N-terminal intrinsically disordered region (46–86 aa) is responsible for homodimerization [43]. Several C-terminally truncated CLAMP variants were tested for interaction with MLE in the Y2H assay (figure 2*d*; electronic supplementary material, figure S1). The interaction of CLAMP variants with MSL2 was used as a control. The MLE interaction region was mapped to the region of the 6–7 C2H2 domains. Next, we tested interactions for several CLAMP variants with deletion of the 4–5, 5–6, 6–7, and 6 C2H2 domains. Only deleting the sixth C2H2 domain affected the interaction between CLAMP and MLE (figure 2*d*). These results suggest that MLE's unstructured region interacts with the sixth C2H2 domain of CLAMP.

Finally, we confirmed the interaction between the proteins by co-immunoprecipitation of 3×HA-tagged CLAMP and 3xFLAG-tagged MLE^WT^ in co-transfected S2 cells. At the same time 3xFLAG-tagged MLE^ΔCBD^ (deletion of 1158–1179 aa) protein demonstrated the absence of co-precipitation with 3xHA-CLAMP (figure 2*e*). Taken together the results suggest that CLAMP interacts with MLE's unstructured region.

### 2.2. CLAMP's 4–5 C2H2 domains are critical for its specific binding to GA-rich motifs

According to a previous study on CLAMP–DNA interaction [18], the sixth domain of C2H2, which interacts with the MLE protein, may also be involved in the DNA binding activity of CLAMP. Therefore, the next task was to map the C2H2 domains that determine the specific CLAMP–DNA interaction. The CLAMP motif was previously discovered via protein binding microarrays assaying CLAMP's binding to all possible 10-bp sequences [18]. CLAMP's 2–7 and 4–7 C2H2 domains bind efficiently to the same (GA)_4_ motif *in vitro* (figure 3*a*). In conventional C2H2 zinc finger proteins, each finger interacts mainly with three adjacent DNA base pairs [44]. The C2H2 domains can be linked in tandem to occupy DNA of varying lengths. The predicted DNA-binding specificity of CLAMP's 2–7 C2H2 domains [45] showed that the 4 and 5 C2H2 domains can jointly bind to the GAGA motif (figure 3*a*), while the 6 C2H2 domain potentially recognizes GA.

**Figure 3.**
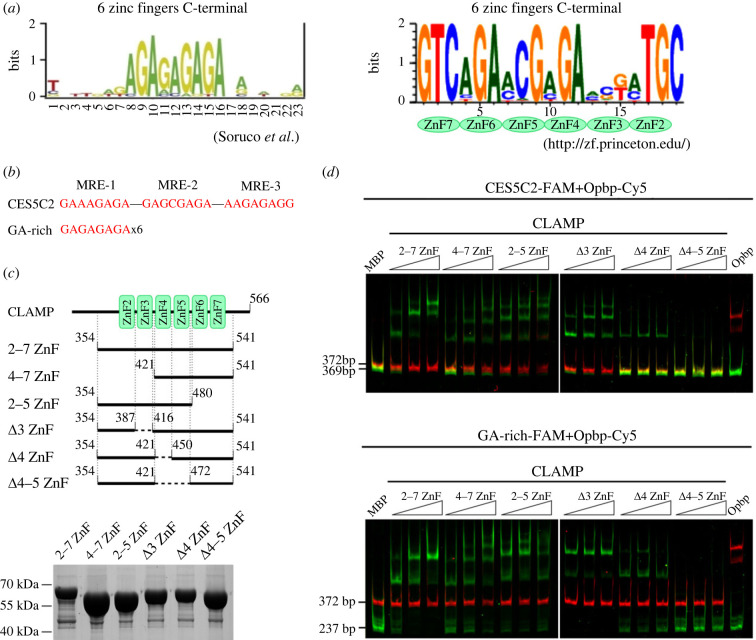
Mapping the C2H2 domains required for CLAMP's specific binding to DNA. (*a*) On the left is a CLAMP motif discovered via protein binding microarrays assessing CLAMP binding to all possible 10-bp sequences [18]. On the right is the predicted binding site for the CLAMP 2–7 C2H2 array (http://zf.princeton.edu; polynomial SVG) [45]. (*b*) The DNA fragments tested for CLAMP binding: 199 bp CES5C2 (with three MRE motifs [11]) and 64 bp (GA)_24_. (*c*) Schematic representation of the CLAMP 2–7 C2H2 zinc finger (ZnF) cluster and its various truncated derivatives that were fused to MBP and expressed in *Escherichia coli*. (*d*) Electrophoretic mobility shift assay of different variants of recombinant zinc finger domains of CLAMP with two DNA fragments. Different zinc finger domains of CLAMP fused with MBP or five zinc finger domains of Opbp fused with MBP or MBP alone were incubated with fluorescently labelled DNA fragments; CLAMP binding sites labelled with FAM (CES5C2-FAM and GA-rich-FAM) and Opbp binding sites (used as a negative control) labelled with Cy5 (Opbp-Cy5). Signals were detected for the FAM-labelled fragment (green bands) at an Ex/Em of 500/535 nm and the Cy5-labeled fragment (red bands) at an Ex/Em of 630/700 nm. Interaction specificity was demonstrated by incubation with DNA fragments (100 ng each) with different amounts of truncated CLAMP variants presented as a series of twofold dilutions (5, 10, and 20 pmol). Note that no binding was observed on the control DNA region (Cy5 signal).

To further map the C2H2 domains responsible for binding to the CLAMP motif, we tested different combinations of CLAMP's C2H2 domains for their ability to interact specifically with DNA (figure 3*b*). In this study, we used the 199 bp CES5C2 corresponding to CLAMP's strong binding region, which is essential for recruiting the MSL complex [11,17]. CES5C2 contains three MRE motifs (figure 3*b*). In addition, the (GA)_24_ (64 bp) sequence was used as an alternative CLAMP binding region. Different combinations of C2H2 domains (2–7, 4–7, 2–5, 2–7Δ3, 2–7Δ4, and 2–7Δ4–5) attached to maltose-binding protein (MBP) were expressed in bacteria (figure 3*c*). The electrophoretic mobility shift assay confirmed that both the 2–7 and 4–7 C2H2 domains bind to the tested sequences (figure 3*d*). However, the 2–7 C2H2 domains bind to both tested DNAs with greater affinity. The 2–5 C2H2 domains bound to the DNA fragments more strongly than the 4–7 C2H2 domains. Deleting the single C2H2 domains in the 2–7 C2H2 array showed that the 4 C2H2 domain is essential for specific DNA binding. Deleting the 4 and 5 C2H2 domains eliminated the binding to the DNA fragments. These results are consistent with the prediction [45] (http://zf.princeton.edu), suggesting that the 4–5 C2H2 domains are required for CLAMP's specific binding to chromatin sites. Therefore, CLAMP's 6–7 C2H2 domains are not essential for specific DNA binding and may be involved in its interactions with proteins.

### 2.3. MLE's CLAMP binding domain is required for dosage compensation

To evaluate the functional effects of deleting the CBD in MLE *in vivo*, we created transgenic flies expressing the MLE variants tagged with the FLAGx3 epitope: MLE^WT^-FLAG (WT) and MLE^ΔCBD^-FLAG (1158–1179 aa deletion). The MLE variants were expressed under the control of a strong ubiquitin-p63E (*Ubi*) promoter (figure 4*a*). In order to avoid the influence of position effects on the expression of MLE^WT^ and MLE^ΔCBD^, both transgenes were inserted into the same genomic location (86Fb) on chromosome 3 using a *φ*C31-based integration system [46].

**Figure 4.**
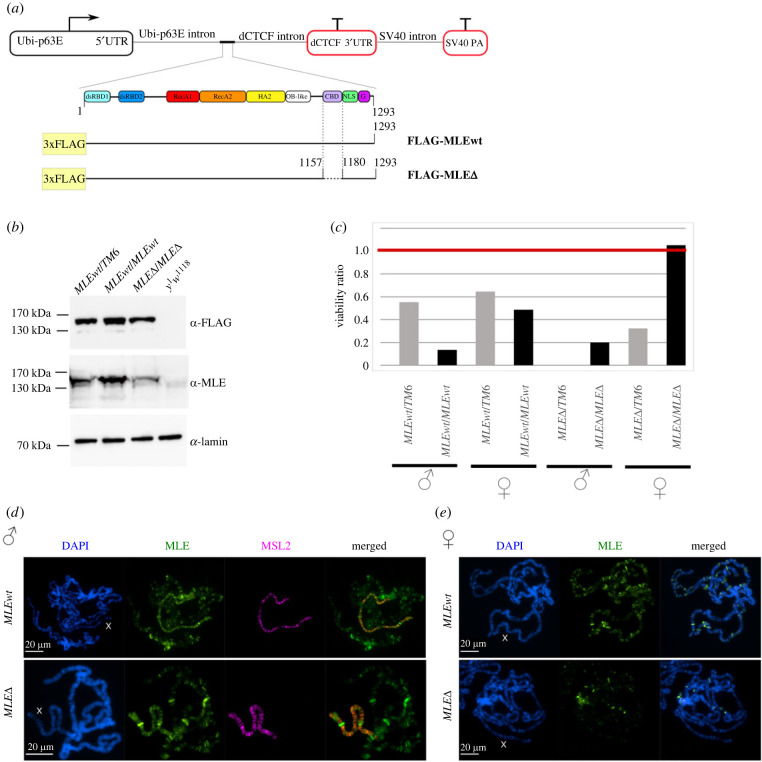
Comparison of the functional activity of MLE^WT^ and MLE^ΔCBD^ *in vivo*. (*a*) Schematic representation of the MLE^WT^-FLAG (MLEwt) and MLE^ΔCBD^-FLAG (MLEΔ) transgenes and proteins expressed in flies. (*b*) Immunoblot analysis of protein extracts prepared from adult flies carrying MLEwt/TM6 (*y^1^w^1118^; mle^9^/mle^9^; Ubi:mle^WT^-FLAG/TM6*); MLEwt/MLEwt (*y^1^w^1118^; mle^9^/mle^9^; Ubi:mle^WT^-FLAG/Ubi:mle^WT^-FLAG*); MLEΔ/MLEΔ (*y^1^w^1118^; mle^9^/mle^9^; Ubi:mle*^Δ*CBD*^*-FLAG/Ubi:mle*^Δ*CBD*^*-FLAG*); *y^1^w^1118^* (control with endogenous MLE). Immunoblot analysis using mouse anti-FLAG, rabbit anti-MLE and mouse anti-lamin Dm0 antibodies (internal control). (*c*) The viability of males and females expressing MLE^WT^-FLAG (MLEwt) and MLE^ΔCBD^-FLAG (MLEΔ) in the *mle^9^*-null background was scored in the progeny of crosses of males and females with genotypes y^1^w^1118^, mle^9^/CyO; Ubi:mle*/TM6, where mle* is MLEwt or MLEΔ. The viability was tested in males and females homozygous (mle*/mle*) or heterozygous (mle*/TM6) for the transgene. The expected viability ratio should be close to 1.0. At least 500 flies were scored in two independent experiments (see electronic supplementary material, table S1). The percentage of obtained females and males with a certain genotype (*y*-axis) was calculated as the ratio of the existing number of flies to the expected number of flies. The expected number of females and males with a particular genotype was calculated based on the best surviving genotype of females (mle^9^/CyO; Ubi:mle*/Ubi:mle*), the viability of which was taken as 100%. (*d*) Distribution of the MSL complex on the polytene chromosomes of male third-day larvae expressing MLEwt (*y^1^w^1118^*; *mle^9^/mle^9^*; *Ubi:mle^WT^/TM6*) and MLEΔ (*y^1^w^1118^*; *mle^9^/mle^9^*; *Ubi:mle*^Δ*CBD*^*/Ubi:mle*^Δ*CBD*^). Panels show protein immunostaining using mouse anti-FLAG (green) and anti-MSL2 (magenta) antibodies. DNA was stained with DAPI (blue). (*e*) Binding of the MLE variants to the polytene chromosomes of female third-day larvae expressing MLEwt and MLEΔ. Panels show protein immunostaining using mouse anti-FLAG antibody (green). DNA was stained with DAPI (blue).

To test the role of the CBD in the specific recruitment of the MSL complex to the X chromosome in males, we crossed both transgenes into the null *mle* background. In this study, we used the previously characterized loss-of-function mutation in the *mle* gene, *mle^9^* (*mle^y38^*) [47,48]. Next, we compared the expression of MLE^WT^-FLAG and MLE^ΔCBD^-FLAG in 2- to 3-day-old *mle^9^* males (figure 4*b*).

Immunoblot analysis showed that *Ubi:mle^WT^* transgene in a heterozygous state was expressed at a similar level to the *Ubi:mle*^Δ*CBD*^ transgene in a homozygous state. Next we compared expression of the MLE variants in transgenic lines and MLE in the *y^1^w^1118^* line (figure 4*b*). In *mle^9^/mle^9^;Ubi:mle*^Δ*CBD*^*/Ubi:mle*^Δ*CBD*^ and *mle^9^/mle^9^;Ubi:mle^WT^/TM6* males MLE variants are expressed at least twice as strongly as MLE in *y^1^w^1118^* males. As expected in *mle^9^/mle^9^; Ubi:mle^WT^/Ubi:mle^WT^* males MLE are expressed much stronger. We also compared MSL1 and MSL2 expression (electronic supplementary material, figure S3) in *y^1^w^1118^, mle^9^/mle^9^;Ubi:mle^WT^/TM6* and *mle^9^/mle^9^;Ubi:mle*^Δ*CBD*^*/Ubi:mle*^Δ*CBD*^ lines. Immunoblot analysis revealed no significant difference of the expression of MSL1 and MSL2 in these lines.

Like other null *mle* mutants, homozygous *mle^9^* females were viable, while males died during development. We compared the viability of *mle^9^* females expressing either MLE^WT^-FLAG or MLE^ΔCBD^-FLAG (figure 4*c*; electronic supplementary material, table S1). Unexpectedly, strong overexpression of MLE^WT^ (*Ubi:mle^WT^/Ubi:mle^WT^*) affected viability of males and females in the *mle^9^/mle^9^* but not in the *mle^9^/CyO* background. It is likely that the *mle^9^* chromosome contains additional recessive mutations/allelic variants that interfere with MLE overexpression. Lower expression of MLE^WT^ (*Ubi:mle^WT^/TM6*) resulted in almost complete restoration of *mle^9^* male survival. Moreover, *mle^9^/mle^9^; Ubi:mle^WT^/TM6* line is stable, and males and females of this line have approximately the same survival rate (electronic supplementary material, table S2). These results suggest that *Ubi:mle^WT^/TM6* almost completely compensates the *mle^9^* mutation and restores dosage compensation.

In contrast to MLE^WT^, the viability of *mle^9^/mle^9^* flies increased with the expression of the mutant protein MLE^ΔCBD^ in the *Ubi:mle*^Δ*CBD*^ homozygotes (figure 4*c*; electronic supplementary material, table S1). In the *Ubi:mle*^Δ*CBD*^*/TM6* background, only *mle^9^/mle^9^* females are viable. Increasing of the MLE^ΔCBD^ expression in *Ubi:mle*^Δ*CBD*^*/Ubi:mle*^Δ*CBD*^ homozygotes led to better survival of males, which appear in a ratio of one to five females. *mle^9^/mle^9^;Ubi:mle*^Δ*CBD*^*/Ubi:mle*^Δ*CBD*^ males were weak and died within one week after hatching. In addition, we were unable to support the *mle^9^/mle^9^;Ubi:mle*^Δ*CBD*^*/Ubi:mle*^Δ*CBD*^ line, which was lost within a few generations (electronic supplementary material, table S2). Altogether, these results suggest that deleting the CBD in MLE affects dosage compensation in males.

We next examined whether deleting the CBD in MLE affects the recruitment efficiency of the MSL complex to the male X chromosome. Immunostaining of polytene chromosomes from the salivary glands of *Drosophila* larvae allows for the visualization of proteins on interphase chromatin and has been used extensively to study dosage compensation [9,49–53]. Polytene chromosomes had the same MSL1 and MSL2 distribution pattern in *Ubi:mle^WT^* and *Ubi:mle*^Δ*CBD*^ larvae: only the X chromosome was covered by these proteins (figure 4*d*). MLE (detectable by anti-FLAG antibodies) colocalized with MSL2 (figure 4*d*) and MSL1 (electronic supplementary material, figure S4) on the X chromosome but was also found in bands and puffs on all chromosomes. The same MLE binding pattern was observed in females lacking the MSL complex (figure 4*e*). The C-terminal 353 aa of MLE (lacking the helicase domain) has been previously shown to bind to all chromosomes [54]. This association is RNA sensitive, implicating MLE's C-terminal domain in nonspecific interactions with RNA. Taken together, the immunostaining of polytene chromosomes showed that MLE^WT^-FLAG and MLE^ΔCBD^-FLAG bind with the same efficiency to the MSL complex on the X chromosome, confirming that deletion of CBD in the MLE protein does not affect its presence in the MSL complex.

### 2.4. Deletion of CLAMP binding region of MLE affects the recruitment of the MSL complex to the X chromosome in adult males

The results presented in the previous section show that deletion of CBD in the MLE protein significantly reduces the survival of males compared to females, indicating a decrease in the efficiency of dosage compensation. On the other hand, on the polytene chromosomes of larvae we do not observe any effect on the binding of the MSL proteins upon expression of the MLE^ΔCBD^ mutant in comparing with MLE^WT^. It was previously shown that the deletion of CLAMP binding domain in the MSL2 protein also does not affect the binding of the complex to the X chromosome on the polytene chromosomes of male larvae [21]. Therefore ChIP-seq (chromatin immunoprecipitation-sequencing) as a more sensitive approach was used to investigate the potential role of CBD in MLE to recruit the MSL complex to the adult male X chromosome.

We compared the binding of MSL1, MSL2, and MSL3 in males expressing either MLE^WT^-FLAG (*mle^9^*/*mle^9^; Ubi:mle^WT^/TM6*) or MLE^ΔCBD^-FLAG (*mle^9^*/*mle^9^; Ubi:mle*^Δ*CBD*^*/Ubi:mle*^Δ*CBD*^) (figure 5). 

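Both lines lacked functional endogenous MLE because of the *mle9* mutation and received MLE from the same insertion site on chromosome 3. The transgene stood over the TM6 balancer, a rearranged copy of chromosome 3, in MLE WT-FLAG males and was homozygous in MLE ΔCBD-FLAG males. In ChIP-seq, an antibody pulls down crosslinked chromatin, and a peak marks DNA recovered more often than the local background. The experiment comprised 12 libraries, 2 for each of 3 proteins in each of the 2 lines, and 1 further library made with preimmune serum from the MLE WT-FLAG line. The results section gives the age of the males as 3 days and the methods section as 2 to 3 days. The authors trimmed the reads with cutadapt, mapped them with Bowtie2 to dm6, which is release 6 of the *Drosophila melanogaster* genome, called peaks with MACS2 and kept those that passed the irreproducible discovery rate (IDR) procedure. They deposited 1 peak list per protein and line, and no list or column is labelled with a replicate. Each peak has a start, an end, a summit, a fold enrichment over background and a −log10 p, all of which are the authors' values. In the authors' deposited table of each list, the start, end and −log10 p of every peak equal those in the first of the pair of peak sets that the IDR procedure compared, so they describe that set and are not averages over replicates. Whether the fold enrichment also comes from that set cannot be seen in the lists. Fold enrichment and −log10 p were used here only to describe, rank or filter peaks within a list. The lists carry no read counts, so the sequencing depth behind a peak is unknown here. Each list gives the pair of peak sets only at peaks that passed, and does not say whether they are the 2 replicates. No replicate error is therefore given, and every comparison below is between lists and not between genotypes. Intervals are 95% Wilson intervals and cover the counting of peaks only. Peaks of separate lists were called shared when they overlapped by at least 1 bp. A share of overlapping peaks was set beside 1000 random placements of the same peaks on their own chromosomes. Autosomes are the arms 2L, 2R, 3L and 3R and chromosome 4. The HAS coordinates from other studies and the RPKM coverage tracks were not used here. The X chromosome is therefore reported as a whole, and average signals were not compared between the lines.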

We performed ChIP-seq analysis of the chromatin collected from three-day-old flies. For ChIP we used antibodies against the MSL1, MSL2, and MSL3 for both MLE^WT^-FLAG and MLE^ΔCBD^-FLAG transgenic lines, followed by massively parallel sequencing using an Illumina NovaSeq platform. 

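The deposited MSL1 lists held 293 peaks for MLE WT-FLAG males and 577 for MLE ΔCBD-FLAG males. The MSL2 lists held 222 and 92 peaks, and the MSL3 lists 2915 and 2301, in the same order. No peaks of a list overlapped each other. Neighbouring peaks can still be parts of the same stretch, so a count of peaks is not a count of separate sites. The intervals treat every peak as independent. The list totals include a small number of peaks on the Y chromosome, the mitochondrial genome and unplaced sequences. They came to 4 and 13 peaks for MSL1, 2 and 10 for MSL2, and 6 and 44 for MSL3, in MLE WT-FLAG and MLE ΔCBD-FLAG males. The totals depended most on the reproducibility threshold. With only peaks at a global IDR of 0.001 or less, an alternative chosen after the data were examined, the MSL1 lists held 179 peaks for MLE WT-FLAG males and 348 for MLE ΔCBD-FLAG males, and the MSL2 list of MLE ΔCBD-FLAG males held 54.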

Peaks were identified for MSL1 (294 and 568, respectively), MSL2 (223 and 82), and MSL3 (2948 and 2271) in MLE^WT^-FLAG and MLE^ΔCBD^-FLAG males (electronic supplementary material, table S3). 

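In MLE WT-FLAG males, 247 of the MSL1 peaks lay on the X chromosome and 42 on the autosomes. In MLE ΔCBD-FLAG males, the X chromosome held 187 MSL1 peaks and the autosomes 377. The share of MSL1 peaks on the X chromosome was 84.3% (95% interval 79.7 to 88.0%) in the MLE WT-FLAG list and 32.4% (28.7 to 36.3%) in the MLE ΔCBD-FLAG list. For MSL2, 216 peaks of MLE WT-FLAG males and 59 of MLE ΔCBD-FLAG males lay on the X chromosome, against 4 and 23 on the autosomes. For MSL3, the X chromosome held 1030 peaks in MLE WT-FLAG males and 687 in MLE ΔCBD-FLAG males, and the autosomes 1879 and 1570. The MSL3 share on the X chromosome was 35.3% (33.6 to 37.1%) in the MLE WT-FLAG list and 29.9% (28.0 to 31.8%) in the MLE ΔCBD-FLAG list.

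**Figure D1:**
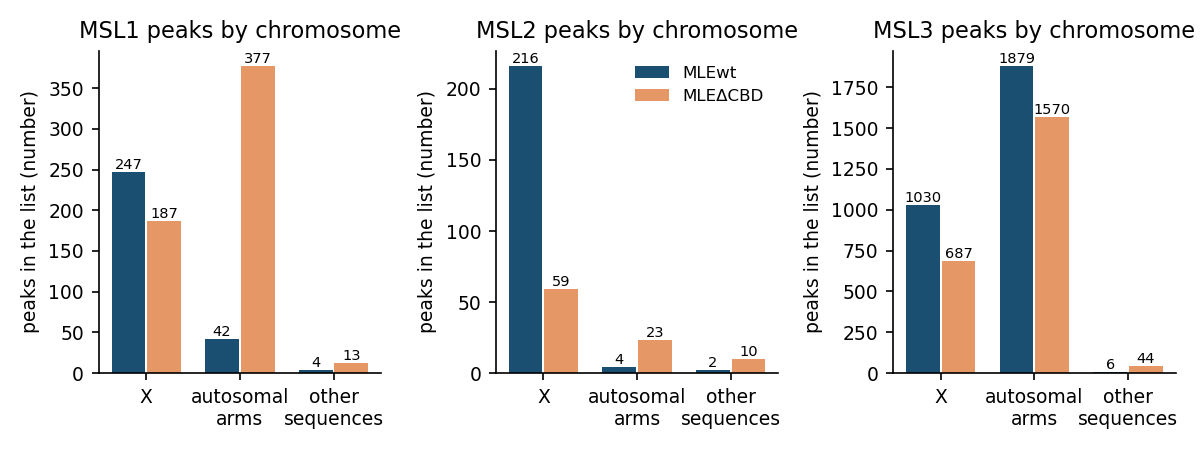
Number of peaks on the X chromosome, on the autosomal arms and on other sequences in each deposited list, for MSL1, MSL2 and MSL3 (panels) in MLEwt and MLEΔCBD males (bars, 1 list each, so no error bars). The MSL1 bar for the autosomal arms rises from 42 to 377, and the MSL2 bar for the X falls from 216 to 59.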

All peaks were divided into three groups: coincident with HAS on the X chromosome, other peaks on the X chromosome (outside the HAS) (X), and autosomal peaks (AUT; figure 5*a*). It is worth noting that the peaks and their signals found for the MLE lines are mainly consistent with the control *y^1^w^1118^* line (electronic supplementary material, figure S5). CLAMP binds to most HAS but is not enriched at autosomal peaks associated with MSL proteins [15,18,20,55].

**Figure 5.**
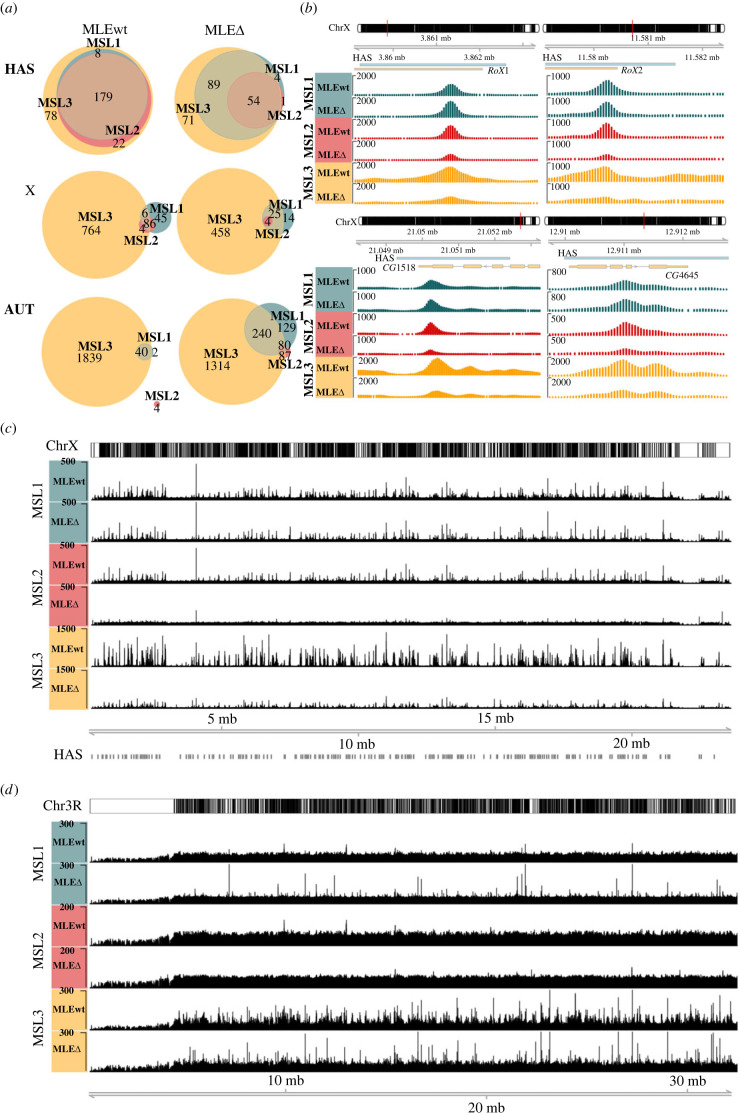
Deletion of the MLE CBD causes chromosome-scale MSL protein redistribution. To study the functional role of MLE's CBD in recruiting the DCC to chromatin sites, we compared the ChIP-Seq profiles of MSL1, MSL2, and MSL3 in three-day males expressing MLEwt (*y^1^w^1118^; mle^9^/mle^9^; Ubi:mle^WT^/TM6*) and MLEΔ (*y^1^w^1118^; mle^9^/mle^9^; Ubi:mle*^Δ*CBD*^*/Ubi:mle*^Δ*CBD*^). (*a*) A Venn diagram of MSL1, MSL2, and MSL3 peak intersections for the MLEwt and MLEΔ lines. All peaks were divided into three groups: coincident with HAS on the X chromosome (HAS), other peaks on the X chromosome (X), and autosomal peaks (AUT). (*b*) Examples of MSL1, MSL2, and MSL3 signal distributions on HAS for *RoX1*, *RoX2*, *CG1518*, and *CG4645* areas. Blue and yellow tracks represent HAS and gene positions, respectively. (*c*) Normalized (reads per kilobase per million mapped reads (RPKM)) signals for the MSL1, MSL2, and MSL3 proteins on chromosome X for the MLEwt and MLEΔ lines. (*d*) Normalized (RPKM) signals for the MSL proteins on chromosome 3R for the MLEwt and MLEΔ lines.

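Within MLE WT-FLAG males, 186 of 247 MSL1 peaks on the X chromosome (75.3%, 95% interval 69.6 to 80.3%) overlapped an MSL2 peak, and all 247 overlapped an MSL3 peak. Random placements gave a median of 2.02% for MSL2 and 20.2% for MSL3. Of the 216 MSL2 peaks on the X chromosome, 188 overlapped an MSL1 peak and 216 an MSL3 peak. Within MLE ΔCBD-FLAG males, 59 of 187 MSL1 peaks on the X chromosome overlapped an MSL2 peak (31.6%, 25.3 to 38.5%) and 173 an MSL3 peak (92.5%, 87.8 to 95.5%). All 59 MSL2 peaks of the X chromosome in MLE ΔCBD-FLAG males lay in MSL1 peaks, and 58 in MSL3 peaks. On the autosomes of MLE WT-FLAG males, 40 of 42 MSL1 peaks overlapped an MSL3 peak and 0 an MSL2 peak, with a 95% interval up to 8.38%. In MLE ΔCBD-FLAG males, 248 of 377 autosomal MSL1 peaks overlapped an MSL3 peak (65.8%, 60.9 to 70.4%), with a median of 1.86% in random placements, and 8 an MSL2 peak. The criterion for a shared peak mattered most for MSL3, whose peaks are wide. With summits required to lie within 250 bp of each other, 42.1% of the MSL1 peaks and 36.1% of the MSL2 peaks on the X chromosome of MLE WT-FLAG males had an MSL3 peak.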

Notably, MSL2 binding was significantly (Wilcoxon signed-rank test, *p*-value = 3.28 × 10^−23^) weakened in the HAS regions of the MLE^ΔCBD^-FLAG line, with more than half of the peaks disappearing. In addition, there was a detectable 2- to 3-fold reduction in MSL3 binding levels across the X chromosome, with approximately 70% of the original peaks retained. However, MSL1 binding to the X chromosome remained almost unchanged (figure 5*a–c*). 

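Of the 216 MSL2 peaks on the X chromosome of MLE WT-FLAG males, 55 overlapped an MSL2 peak of MLE ΔCBD-FLAG males and 161 did not. The retained share was 25.5% (95% interval 20.1 to 31.7%), against a median of 0.463% and a maximum of 2.31% in random placements. When the same number of peaks was taken from both MSL2 lists, the strongest by fold enrichment, the retained share was 57.6%. This setting shortened only the MLE WT-FLAG list, to its 92 strongest peaks. The higher share follows from leaving out the weaker peaks, which were mostly lost. Within the MLE WT-FLAG list, the retained peaks had a median fold enrichment of 8.71 and the lost peaks 3.79. The median of the retained peaks exceeded the medians of all 10000 random sets of 55 peaks from the X chromosome of that list, the highest of which was 6.11. Among the 72 strongest X peaks 50 were retained, among the 72 of middle strength 5, and among the 72 weakest 0. Retention followed strength for MSL1 and MSL3 as well, with 82 of the 83 strongest and 14 of the 82 weakest MSL1 peaks retained, and 299 of the 344 strongest and 46 of the 343 weakest MSL3 peaks. The strongest retained peak lay in the exon of *roX1*. The next were at X 16607760 to 16608359 (dm6), with the summit in an intron of *Nup153*, and at X 13080089 to 13081136, with the summit in an intron of *hep*. Their fold enrichments in the MLE WT-FLAG list were 18.7 and 17.7. The strongest lost peaks were at X 20409854 to 20412082, with the summit in the 3′ UTR of *HERC2*, at X 18636188 to 18636788, in an intron of *Rip11*, and at X 20158956 to 20159752, in the 5′ UTR of *Rab35*. They ranked 21, 36 and 46 among the 222 MSL2 peaks of the MLE WT-FLAG list, and each still carried an MSL1 and an MSL3 peak in MLE ΔCBD-FLAG males.

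**Figure D2:**
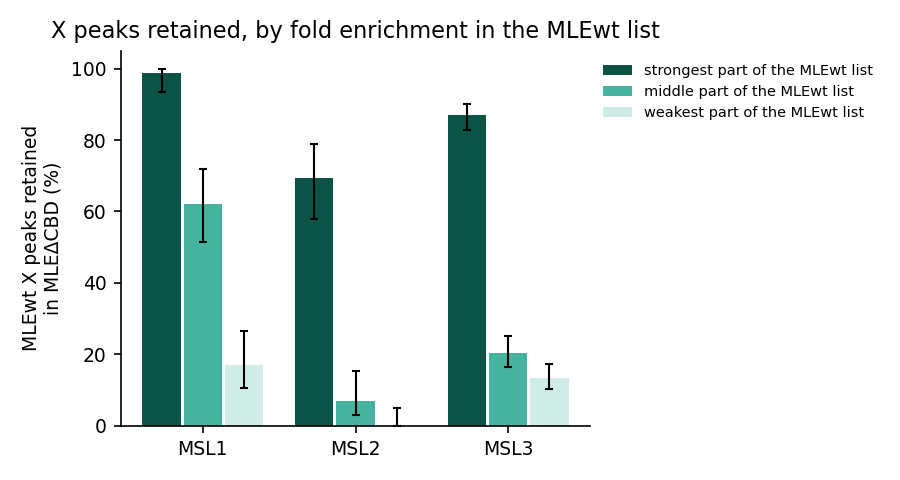
Percentage of the X peaks of the MLEwt list that overlap a peak of the MLEΔCBD list, with the MLEwt peaks of each protein ordered by fold enrichment and parted into 3 groups of equal size (bars; error bars are 95% Wilson intervals over peaks). For MSL2, 69.4% of the strongest group, 6.94% of the middle group and 0% of the weakest group were retained.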

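The MSL3 list of MLE WT-FLAG males held 1030 peaks on the X chromosome, and 415 of them overlapped an MSL3 peak of MLE ΔCBD-FLAG males (40.3%, 95% interval 37.3 to 43.3%). The same peaks placed at random gave a median of 11.7% and a maximum of 15.1%. With summits within 250 bp of each other as the criterion, 33.1% were retained. In the other direction, 656 of the 687 X peaks of MLE ΔCBD-FLAG males (95.5%) lay in peaks of MLE WT-FLAG males, an average of 1.58 MLE ΔCBD-FLAG peaks per retained MLE WT-FLAG peak, and 31 did not. The number of X peaks in MLE ΔCBD-FLAG males was 66.7% of that in MLE WT-FLAG males. The peaks covered 3612 kb of the X chromosome in the MLE WT-FLAG list and 1281 kb in the MLE ΔCBD-FLAG list, a covered length of 35.5%. Retained MSL3 peaks of the MLE WT-FLAG list had a median width of 4690 bp and lost peaks 1641 bp. The change in signal level that the paper reports was not recomputed.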

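For MSL1, 147 of the 247 X peaks of MLE WT-FLAG males overlapped a peak of MLE ΔCBD-FLAG males (59.5%, 95% interval 53.3 to 65.4%). Random placements gave a median of 2.02% and a maximum of 5.67%. The retained share was 45.8% with the same number of peaks from both lists, and 71.5% with only peaks at a global IDR of 0.001 or less. The former setting shortened only the MLE ΔCBD-FLAG list, which can only lower the share. Of the 187 X peaks in MLE ΔCBD-FLAG males, 40 had no counterpart in MLE WT-FLAG males (21.4%, 16.1 to 27.8%). These 40 peaks had a median fold enrichment of 3.15 within the MLE ΔCBD-FLAG list, against 4.42 for the 147 shared peaks.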

Interestingly, MSL1 binding to the autosomes was noticeably enhanced in the MLE^ΔCBD^-FLAG line (figure 5*a*,*d*).

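Autosomal MSL1 peaks also took more of the first ranks of the list in MLE ΔCBD-FLAG males. Ranks are relative within a list, so a fall of the X peaks alone could also have this effect. Among the 20 MSL1 peaks with the highest fold enrichment, 0 were autosomal in the MLE WT-FLAG list and 16 in the MLE ΔCBD-FLAG list. Among the 50 highest, 6 were autosomal in MLE WT-FLAG males and 33 in MLE ΔCBD-FLAG males. Of the 42 autosomal peaks of MLE WT-FLAG males, 40 were found again in MLE ΔCBD-FLAG males (95.2%, 95% interval 84.2 to 98.7%). These 40 sites had a median rank of 155 among the 293 peaks of the MLE WT-FLAG list and of 27.5 among the 577 peaks of the MLE ΔCBD-FLAG list. Autosomal MSL1 peaks covered 18.58 kb in MLE WT-FLAG males and 177.6 kb in MLE ΔCBD-FLAG males. On 3R, the arm drawn in Fig. 5d, the lists held 16 and 120 peaks.

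**Figure D3:**
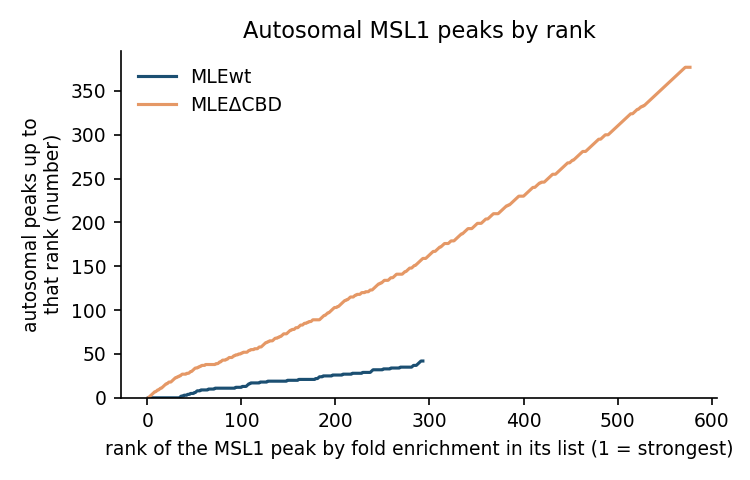
Number of autosomal MSL1 peaks (vertical axis) up to each rank by fold enrichment within a list (horizontal axis, 1 is the strongest peak) for MLEwt and MLEΔCBD males (lines). At rank 50 the MLEwt line stands at 6 autosomal peaks and the MLEΔCBD line at 33.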

The ChIP-seq data from adult MLE^WT^-FLAG males showed that the MSL proteins bound to approximately 90% of the previously identified HAS from three studies [11,12,56] (figure 6; electronic supplementary material, figure S5). MSL1 and MSL2 bound directly to HAS, while MSL3 was associated with extended regions surrounding the HAS (figure 5*b*).

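On the X chromosome of MLE WT-FLAG males, the median peak width was 1418 bp for MSL1, 735 bp for MSL2 and 2287 bp for MSL3, with interquartile ranges of 711 to 2281 bp, 440.2 to 1201.8 bp and 1061.2 to 4726.8 bp. In MLE ΔCBD-FLAG males the medians were 1075 bp, 350 bp and 1200 bp. MSL3 peaks covered 15.3% of the X chromosome in MLE WT-FLAG males, and MSL1 and MSL2 peaks 1.69% and 0.824%. At *roX1* (X 3857230 to 3862697, dm6, minus strand), the MSL2 peak of MLE WT-FLAG males spanned X 3860894 to 3861710, a width of 817 bp with its summit in the exon, and was the strongest of the list by fold enrichment. The MSL1 peak there was 1984 bp wide, and the MSL3 peak around the same summit 6982 bp. In MLE ΔCBD-FLAG males these widths were 581 bp, 2096 bp and 4297 bp. *roX1* kept rank 1 in the MSL1 and MSL2 lists of both lines, but ranked 4 by −log10 p in the MSL1 list of MLE ΔCBD-FLAG males, and it ranked 9 in the MSL3 list of MLE WT-FLAG males and 40 in that of MLE ΔCBD-FLAG males. At *roX2* (X 11579065 to 11580432) the MSL2 peak was 1262 bp wide in MLE WT-FLAG males and 363 bp wide in MLE ΔCBD-FLAG males, with the summit in the exon. At *CG1518* (listed as *Stt3A* in the annotation, X 21049885 to 21053937), the MSL2 summit lay in the 3′ UTR and the peak measured 858 bp and 514 bp in the 2 lines, while MSL3 had the strongest peak of its MLE WT-FLAG list there, with rank 49 in MLE ΔCBD-FLAG males. At *CG4645* (X 12909953 to 12912070), with summits in an intron, the MSL2 peak measured 1474 bp in MLE WT-FLAG males and 404 bp in MLE ΔCBD-FLAG males, and the MSL3 peak 2614 bp and 2480 bp. All 4 genes carried peaks of all 3 proteins in both lines.

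**Figure D4:**
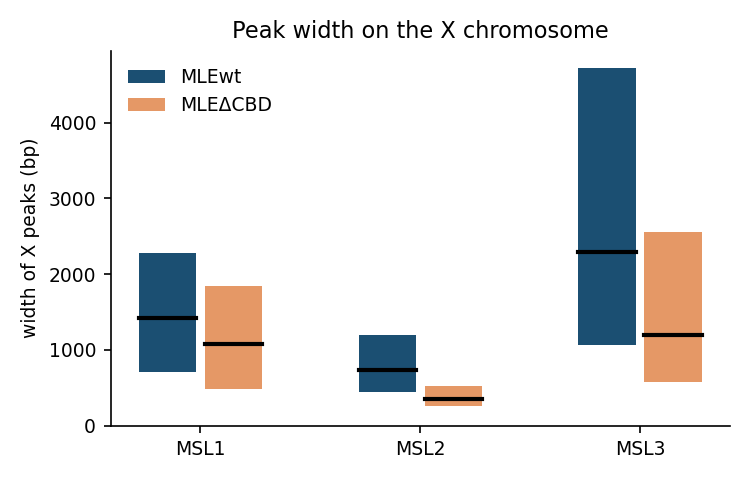
Width of the peaks on the X chromosome in bp for MSL1, MSL2 and MSL3 in MLEwt and MLEΔCBD males. Boxes span the quartiles over peaks of 1 list and black lines are medians. MSL2 peaks are the narrowest, with medians of 735 and 350 bp.

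**Figure D5:**
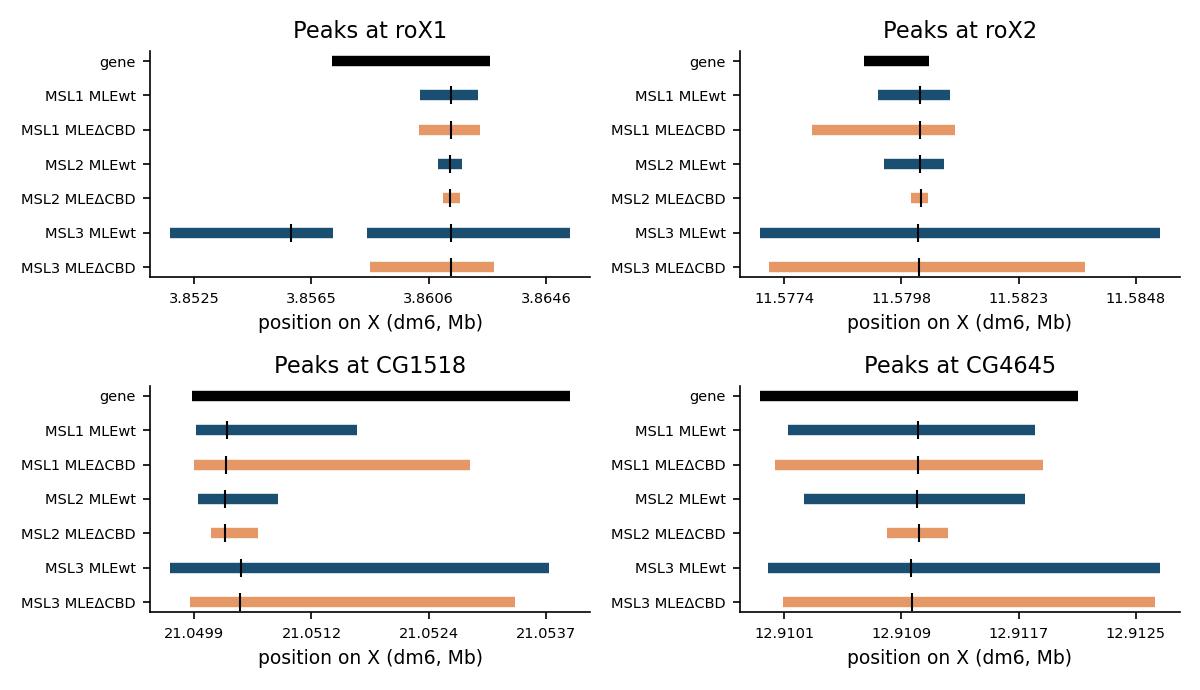
Extent of the deposited peaks (coloured bars) and their summits (black ticks) at 4 genes on the X chromosome, in dm6 coordinates; the black bar is the annotated gene. MSL3 bars are the widest at each gene, and MSL2 bars are shorter in MLEΔCBD than in MLEwt.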

**Figure 6.**
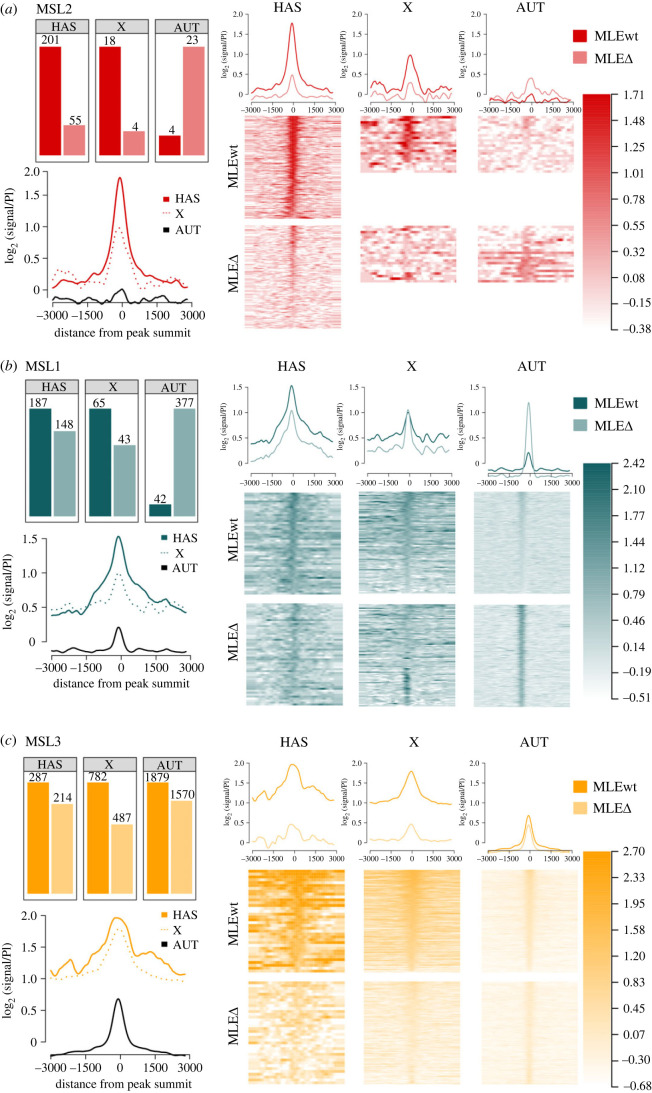
Deleting MLE's CBD alters MSL protein binding. (*a–c*) A histogram of peak counts (top left), and average log fold-change (FC) between normalized (RPKM) signals and nonspecific IgG signals in different genomic regions (HAS, X chromosome, AUTosomes) of the MLEwt line (bottom left). Histograms show average log FC between normalized (RPKM) test signals and nonspecific IgG signals of the MLEwt and the MLEΔ lines in different genomic regions (HAS, X chromosome, AUTosomes) (top right), and heatmaps (bottom right) for MSL2, MSL1, and MSL3, respectively. Peak lists and scales, unified between fly lines, were used to build heatmaps and profiles separately for each MSL protein. Peaks were arranged in descending order of the average signal calculated at vicinity of ±250 bp from the middle of the peak for the MLEwt. LogFC was calculated after smoothing signals using the Daniell kernel with kernel size 100 and adding a pseudo count.

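In MLE WT-FLAG males, 97.3% of the MSL2 peaks lay on the X chromosome (95% interval 94.2 to 98.8%), at 9.17 peaks per Mb against 0.0363 per Mb on the autosomes. The 100 peaks with the highest fold enrichment were all on the X chromosome. The 4 autosomal peaks, on 2L and 3L, had a median fold enrichment of 1.96, while the X peaks had a median of 4.32 (interquartile range 3.03 to 6.40).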

MSL2 bound predominantly to all HAS on the X chromosome in MLE^WT^-FLAG males (figure 6*a*). 

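The autosomal MSL2 peaks of MLE ΔCBD-FLAG males numbered 23, or 25.0% of the list, with 13 of them on 3R. The same list kept 64.1% of its peaks on the X chromosome (95% interval 54.0 to 73.2%). None of the 4 autosomal MSL2 peaks of MLE WT-FLAG males was found again, and none of the 23 overlapped a peak of any of the 3 MLE WT-FLAG lists (0 of 23, 95% interval up to 14.3%). Of the 23 peaks, 9 overlapped an MSL1 peak and 16 an MSL3 peak of MLE ΔCBD-FLAG males, where random placements gave a median of 0% for both. Within the MLE ΔCBD-FLAG list, the autosomal peaks had a median fold enrichment of 2.40 and the X peaks 3.17, and the 20 strongest peaks included 0 autosomal ones. The strongest were at 2R 25285485 to 25285690 (dm6), 30282 bp from the nearest annotated start, and at 4 1305836 to 1306072 and 4 1307594 to 1307947, all 3 of them intergenic, with fold enrichments of 3.75, 3.53 and 3.51 and ranks of 25, 31 and 32. The peaks lay close together, 15 of the 23 within 10 kb of another of them. Intervals over these 23 peaks, which treat them as independent, are therefore likely too narrow.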

MSL2 was partially redistributed from HAS (only 25% remained significantly enriched for MSL2) to a group of autosomal peaks in MLE^ΔCBD^-FLAG males. The average signal for MSL2 was also reduced for the remaining HAS in MLE^ΔCBD^-FLAG males.

Unlike MSL2, the number of peaks on the X chromosome for MSL1 did not differ much between MLE^ΔCBD^-FLAG and MLE^WT^-FLAG males (figure 6*b*). However, approximately 330 new peaks for MSL1 appeared on the autosomes in MLE^ΔCBD^-FLAG males, which predominantly showed promoter localization (electronic supplementary material, figure S6*a*,*b*). 

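The 187 MSL1 peaks on the X chromosome of MLE ΔCBD-FLAG males were 75.7% of the number in MLE WT-FLAG males, at 7.94 and 10.5 peaks per Mb. For MSL2 the corresponding number was 27.3%. The MSL1 peaks covered 236.6 kb of the X chromosome in MLE ΔCBD-FLAG males and 397.5 kb in MLE WT-FLAG males.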

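Of the 377 autosomal MSL1 peaks of MLE ΔCBD-FLAG males, 337 overlapped no MSL1 peak of MLE WT-FLAG males. With the same number of peaks from both lists the count was 119, and with only peaks at a global IDR of 0.001 or less it was 181. The former setting shortened only the MLE ΔCBD-FLAG list, which can only lower the count. A transcription start of the Ensembl BDGP6.54 annotation lay within 200 bp of 285 of the 337 gained peaks (84.6%, 95% interval 80.3 to 88.0%). Random placements on the same chromosomes gave a median of 11.9% and a maximum of 17.5%. The share was 78.3% when the summit itself had to lie within 200 bp of a start, and 90.8% when the peak could lie up to 1000 bp away. Among all autosomal MSL1 peaks of MLE WT-FLAG males, 17 of 42 were at a start (40.5%, 27.0 to 55.5%). The gained peaks had a median width of 370 bp and a median rank of 367 in the list of 577. The strongest of them lay outside promoters. They were at 3R 16260325 to 16261052, intergenic and 3515 bp from the nearest annotated start, that of *bor*, at 2L 7641688 to 7642104, intergenic and 4885 bp from the start of the non-coding RNA gene *CR44800*, and at 3L 2531307 to 2531855, with the summit in an intron of *Spn*. Their ranks were 29, 36 and 37.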

The average signal for MSL1 decreased slightly for HAS and remained almost unchanged for other parts of the X chromosome. For the new peaks on the autosomes, we detected significant signal increases (Wilcoxon signed-rank test, *p*-value = 1.77 × 10^−39^) in MLE^ΔCBD^-FLAG flies (figure 6*b*; electronic supplementary material, figure S6*a*,*c*). Therefore, deleting the CBD in MLE causes a redistribution of MSL1 to autosome sites with simultaneous preservation of the general binding profile along the X chromosome.

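On the X chromosome, MSL1 peaks of both lines shared 201.4 kb, which is 50.7% of the length covered in MLE WT-FLAG males and 85.1% of that in MLE ΔCBD-FLAG males. On the autosomes the shared length was 16.24 kb, or 87.4% of the length covered in MLE WT-FLAG males and 9.15% of that in MLE ΔCBD-FLAG males. From the new autosomal peaks, the similar number of peaks on the X chromosome, and average signals that it reports as raised at the new peaks and changed little on the X chromosome, the paper concludes that MSL1 is redistributed to autosomal sites while its general profile along the X chromosome is kept.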

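In MLE WT-FLAG males, MSL3 peaks were spaced at 43.8 per Mb on the X chromosome and 17.0 per Mb on the autosomes. The autosomal peaks were spread over all arms, with 374 on 2L, 467 on 2R, 440 on 3L, 584 on 3R and 14 on chromosome 4. Of the MSL3 peaks on the X chromosome, 188 overlapped an MSL1 peak and 197 an MSL2 peak. On the autosomes 40 overlapped an MSL1 peak and 0 an MSL2 peak.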

MSL3 showed peaks at HAS and at an additional 800 sites on the X chromosome and about 1900 sites on autosomes (figure 6*c*). 

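Within the MSL3 list of MLE WT-FLAG males, the median fold enrichment was 5.06 (interquartile range 3.28 to 9.01) for the 1030 X peaks and 2.68 (2.29 to 3.61) for the 1879 autosomal peaks. The ratio of these medians was 1.89, with a 95% interval of 1.77 to 1.99 over 1000 resamplings of the peaks. The highest median among 10000 random sets of as many peaks from the list was 3.31. The ratio was 2.18 with means in place of medians, and 3.05 with −log10 p in place of the fold enrichment.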

The average signal for MSL3 peaks on the X chromosome was several times larger than for peaks on the autosomes. The number of peaks just slightly decreased in MLE^ΔCBD^-FLAG males. However, the average signal for the X-chromosome peaks was significantly reduced (Wilcoxon signed-rank test, *p*-value = 2.26 × 10^−106^). 

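On the autosomes, the number of MSL3 peaks in MLE ΔCBD-FLAG males was 83.6% of that in MLE WT-FLAG males. Within the MLE ΔCBD-FLAG list, the median fold enrichment was 3.14 for X peaks and 2.58 for autosomal peaks, a ratio of 1.22 (95% interval 1.16 to 1.28 over resampled peaks). This difference depended on the measure, since the ratio of the means was 1.00.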

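Of the 1879 autosomal MSL3 peaks of MLE WT-FLAG males, 1040 overlapped an MSL3 peak of MLE ΔCBD-FLAG males (55.4%, 95% interval 53.1 to 57.6%), against a median of 2.5% in random placements. With the same number of peaks from both lists the retained share was 70.7%, and with summits within 250 bp 50.4%. The former setting shortened only the MLE WT-FLAG list, to its strongest peaks. Of the 1570 autosomal peaks of MLE ΔCBD-FLAG males, 1063 lay in peaks of MLE WT-FLAG males, and the other 32.3% were gained. MSL3 peaks of the lines shared 779.5 kb on the autosomes, 40.5% of the length covered in MLE WT-FLAG males and 61.3% of that in MLE ΔCBD-FLAG males. On the whole X chromosome, HAS included, they shared 1265 kb, which is 35.0% of the length covered in MLE WT-FLAG males and 98.8% of that in MLE ΔCBD-FLAG males.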

A comparison of MSL3 profiles on the X chromosome outside of HAS and the autosomes demonstrated the predominant preservation of its binding profile in MLE^ΔCBD^-FLAG flies (figure 6*c*; electronic supplementary material, figure S6). In a large proportion of cases, protein binding regions extend into the body of genes (electronic supplementary material, figure S6*b*). 

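A peak was counted as reaching into a gene body when it overlapped a gene more than 200 bp downstream of its start. By this measure 97.0% of the MSL3 peaks on the X chromosome of MLE WT-FLAG males (95% interval 95.8 to 97.9%) and 84.7% of those on the autosomes (83.0 to 86.3%) reached into a gene body. Genes are dense in this genome, and the same peaks placed at random gave medians of 81.7% and 72.1%. In MLE ΔCBD-FLAG males the shares were 89.2% (86.7 to 91.3%) on the X chromosome and 75.4% (73.2 to 77.5%) on the autosomes, against 79.3% and 71.5% at random. Counted from 1000 bp downstream of the start, the shares were 91.2% and 65.9% in MLE WT-FLAG males and 83.8% and 55.7% in MLE ΔCBD-FLAG males. Of the autosomal MSL1 peaks of MLE ΔCBD-FLAG males, 44.6% reached into a gene body, below the random median of 69.8%.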

We found a more significant increasing of MSL1 binding in MLE^ΔCBD^-FLAG flies at the peaks with MSL3 colocalization (Wilcoxon signed-rank test, *p*-value = 1.15 × 10^−6^) (electronic supplementary material, figure S6*c*).

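Of the 337 autosomal MSL1 peaks gained in MLE ΔCBD-FLAG males, 210 overlapped an MSL3 peak of the same line (62.3%, 95% interval 57.0 to 67.3%) and 165 an MSL3 peak of MLE WT-FLAG males (49.0%, 43.7 to 54.3%). Random placements gave medians of 1.78% and 2.37%. With the same number of peaks from both lists, 76.5% of the gained peaks had an MSL3 peak of MLE ΔCBD-FLAG males. Within the MSL1 list of MLE ΔCBD-FLAG males, the 210 gained peaks with MSL3 had a median fold enrichment of 3.09 (interquartile range 2.66 to 4.00) and the 127 without it 2.73 (2.49 to 3.14). The ratio was 1.13, with a 95% interval of 1.08 to 1.22 over resampled peaks, and the median of the peaks with MSL3 was above those of all 10000 random sets of the same size. Promoter peaks made up 81.4% (75.6 to 86.1%) of the gained peaks with MSL3 and 89.8% (83.3 to 93.9%) of those without. The change in MSL1 signal between the lines was not recomputed.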

Altogether, these results indicate that deleting the CBD in MLE decreases MSL2 and MSL3 binding to HAS on the X chromosome. It also significantly increases MSL1 binding and redistributes MSL3 binding to autosomes in adult males. 

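Among the 20 MSL3 peaks with the highest fold enrichment, 19 were on the X chromosome and 1 on the autosomes in MLE WT-FLAG males, and 2 and 18 in MLE ΔCBD-FLAG males. Among the 100 highest, 92 were on the X chromosome in MLE WT-FLAG males and 19 in MLE ΔCBD-FLAG males. Ranks are relative within a list, so a fall of the X peaks alone would also move autosomal peaks up. The autosomal MSL3 peaks numbered 1879 in MLE WT-FLAG males and 1570 in MLE ΔCBD-FLAG males. They covered 1927 kb and 1272 kb. From the peak counts and average signals of the 2 lines, the paper proposes that without the CBD there is less MSL2 and MSL3 at HAS, more MSL1 binding, and a redistribution of MSL3 to the autosomes.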

Taken together these results suggest that the CBD in the MLE protein participates in the process of the recruitment of the MSL complex to the male X chromosome.

## 3. Discussion

Our results provide evidence that MLE's small unstructured region between its main core region and C-terminal NLS [41] interacts with the sixth zinc-finger domain of CLAMP. MLE’s primary function is the assembly of the MSL complex since only MSL1/MSL2 are found at the entry sites in its absence [49,57]. MLE specifically interacts with two roX lncRNAs and induces their unwinding [24–30,58], enabling both to interact with MSL proteins [24,25,31–33]. Interactions between the MSL proteins and roX lncRNAs increase the efficiency of the complex formation. Our Y2H results showed that MLE can dimerize and support a previous finding that the glycine-rich heptad repeats are involved in this process [41]. MLE dimerization may promote the formation of centres for assembling MSL complexes.

Here, we have described a new function of MLE in dosage compensation associated with a specific interaction with CLAMP. Our genetic and ChIP-seq experiments showed that the CBD in MLE contributes to the specific recruitment of MSL complexes to the male X chromosome. The interaction of MLE with CLAMP could increase the specificity of MSL binding to HAS. Previous Chip-seq analysis in S2 cells showed that MLE and MSL2 are located closer to the DNA and thus might be important for recruiting the MSL complex to the HAS [39]. Interestingly, deletion of only the CBD in either MLE or MSL2 has only a weak effect on the specific recruitment of the MSL complex to the X chromosome, which is especially evident from the efficient binding of the complex to the polytene X chromosome of males expressing mutant variants of MLE or MSL2 [21]. This suggests that partially redundant CLAMP–MLE and CLAMP–MSL2 interactions cooperatively improve the stability and efficiency of MSL recruitment to the X chromosome.

The interaction between MLE's unstructured region and the sixth C2H2 domain in CLAMP is a new example of the involvement of C2H2 domains in specific protein–protein interactions. We have previously shown an interaction between MSL2 and the N-terminal domain of CLAMP zinc finger [21,22]. These results demonstrate for the first time that the C2H2 domains of a single architectural protein, such as CLAMP, can simultaneously interact with different unstructured regions of two proteins that form the transcription complex, resulting in more specific and stable recruitment to regulatory elements. Interactions between C2H2 domains in DNA binding proteins and intrinsically disordered regions of subunits of transcription complexes may be widespread for the specific recruitment of transcription complexes to regulatory elements. Despite the key role of C2H2 proteins in the formation of promoter architecture [59,60], the involvement of C2H2 domains in the recruitment of transcription complexes remains poorly understood. It is likely that identifying other protein–protein interactions that determine the specificity of recruitment of the MSL complex to the X chromosome will allow us to better understand the contribution of C2H2 domains to this process.

We found that only the 4–5 С2Н2 domains are critical for CLAMP's binding to DNA motifs *in vitro*, while the 3, 6, and 7 C2H2 domains improve binding effectiveness. Since MSL2's CXC domain also binds to GA repeats [13,14], CLAMP likely binds to part of the GA repeats in HAS. We hypothesize that CLAMP binds to HAS/CES in cooperation with additional DNA-binding proteins that together form a chromatin module leaving CLAMP's zinc fingers 1 and 6 free to interact with the MSL complex. At autosomal sites, CLAMP presumably binds in cooperation with alternative protein groups, which form chromatin sites in which interactions with proteins or DNA mask its 1 and 6 C2H2 domains. For example, in embryos CLAMP functions together with a key pioneer transcription factor Zelda that also contains C2H2 domains [61]. The model can explain the recent results that ectopic expression of MSL2 in females results in preferential binding of MSL2 to autosomal promoters enriched in TGTG motifs (1093) rather than GAGA motifs and CLAMP sites (363) [62]. Since CLAMP binds to more than 10 000 sites on autosomes [18], it seems likely that the N-terminal zinc finger domain of CLAMP is masked to interact with MSL2 at autosomal sites.

CLAMP's 6 and 7 C2H2 domains are highly conserved in insects. In contrast, the region of MLE corresponding to its CBD is only conserved in the *Drosophila* genus. Moreover, even in species remote from *Drosophila melanogaster*, like *Drosophila virilis*, there are many substitutions and insertions in this region of MLE. Similarly, the CBD in MSL2 is also only conserved in the *Drosophila* genus [21,34]. It seems likely that unstructured regions in MSL proteins can rapidly evolve to form new specific interactions with the zinc finger domains of DNA-binding proteins, allowing the specific interactions between DNA-bound architectural proteins and transcriptional complexes to be organized and improved.

## 4. Material and methods

### 4.1. Plasmid construction

Plasmids for the yeast two-hybrid assay were prepared using the full-sized and truncated versions with separate domains of MLE and CLAMP as C-termini fused with pGBT9 and pGAD424 vectors from Clontech. Different full-sized variants of MLE were fused with 3xFLAG at the N-terminus and cloned into an expression vector. This vector contains *attB* site for *φC31*-mediated recombination, *Ubi63E* promoter with its 5'UTR, 3′UTR with SV40 polyadenylation signal, intronless *yellow* gene as a reporter for detection of transformants. Details of the cloning procedures, primers and plasmids used for plasmid construction are available upon request.

### 4.2. Yeast two-hybrid assay

Yeast two-hybrid assay was carried out using yeast strain pJ69-4A, with plasmids and protocols from Clontech. For growth assays, plasmids were transformed into yeast strain pJ69-4A by the lithium acetate method, as described by the manufacturer, and plated on media without tryptophan and leucine. After 2 days of growth at 30°C, the cells were plated on selective media without tryptophan, leucine, histidine and adenine, and their growth was compared after 2–3 days. Each assay was repeated three times.

### 4.3. Antibodies

Antibodies against MSL1[423-1030], MSL2[421-540], CLAMP and MSL3 were raised in rabbits and purified from the sera by ammonium sulfate fractionation followed by affinity purification on CNBr-activated Sepharose (GE Healthcare, USA) or Aminolink Resin (ThermoFisher Scientific, USA) according to standard protocols. Other antibodies: mouse monoclonal anti-FLAG, clone M2 (F1804, Sigma, USA), mouse monoclonal anti-HA, clone HA-7 (H3663, Sigma, USA), mouse monoclonal anti-lamin Dm0, clone ADL84.12 (ADL84.12, DSHB, USA).

### 4.4. Co-immunoprecipitation assay

*Drosophila* S2 cells were co-transfected by 3xHA-CLAMP and 3xFLAG-MLE^WT^ or 3xFLAG-MLE^ΔCBD^ plasmids with MACSFectin (Miltenyi Biotec, USA). After transfection, the cells were incubated for 48 h and then collected by centrifugation at 700*g* for 5 min, washed once with 1×PBS, and resuspended in 20 packed cell volumes of hypotonic lysis buffer (20 mM Tris–HCl, pH 7.4, with 10 mM KCl, 10 mM MgCl_2_, 2 mM EDTA, 10% glycerol, 1% Triton X-100, 1 mM DTT, 1 mM PMSF and Calbiochem Complete Protease Inhibitor Cocktail V). After incubation on ice for 10 min, the cells were sonicated (Bioruptor (Diagenode, USA) for 2 min on setting L, 15 s ON/45 s OFF), NaCl was added to a final concentration of 420 mM, and incubation on ice continued for 60 min, with periodic mixing. Sonication was repeated as above to reduce viscosity, cell debris was pelleted by centrifugation at 10 000*g* for 30 min at 4°C, and the supernatant was collected for immunoprecipitation with anti-FLAG-, anti-lamin-conjugated Protein G Magnetic beads, and anti-CLAMP-conjugated Protein A Magnetic beads (NEB, USA) (by incubating in the PBST on a rotary shaker at room temperature for 1 h) equilibrated in incubation buffer-150 (20 mM Tris–HCl, pH 7.4, with 150 mM NaCl, 10 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 10% glycerol, and 0.1% NP-40). The protein extract (50 µg protein) was adjusted to a volume of 500 µl with buffer-150, mixed with antibody-conjugated beads (30 μl), and incubated on a rotary shaker overnight at 4°C. The beads were then washed with five portions of buffer-150, and resuspended in SDS-PAGE loading buffer, boiled and analysed by immunoblot analysis. Proteins were detected using the ECL Plus Western Blotting substrate (Thermo Fisher Scientific, USA).

### 4.5. Fly crosses and transgenic lines

*Drosophila* strains were grown at 25°C under standard culture conditions. The transgenic constructs were injected into preblastoderm embryos using the *φC31*-mediated site-specific integration system at locus 86Fb [46]. The emerging adults were crossed with the *y^1^ ac w^1118^* flies, and the progeny carrying the transgene in the 86Fb region were identified by *y^+^* pigmented cuticle. Details of the crosses and primers used for genetic analysis are available upon request.

### 4.6. Fly extract preparation

Twenty adult flies were homogenized with a pestle in 200 µl of 1×PBS containing 1% β-mercaptoethanol, 10 mM PMSF and 1 : 100 Calbiochem Complete Protease Inhibitor Cocktail VII. Suspension was sonicated 3 times for 5 s at 5 W. Then, 200 µl of 4×SDS-PAGE sample buffer was added and the mixture was incubated for 10 min at 100°C and centrifuged at 16 000*g* for 10 min.

### 4.7. Electrophoretic mobility shift assay

Aliquots of purified recombinant proteins were incubated with fluorescently labelled DNA fragments in the presence of nonspecific binding competitor poly(dI-dC). Incubation was performed in PBS (pH 8.0) containing 5 mM MgCl_2_, 0.1 mM ZnSO_4_, 1 mM DTT, 0.1% NP-40 and 10% glycerol at room temperature for 30 min. The mixtures were then resolved by nondenaturing 5% PAGE (79 AA:1 BAA) in 0.5 × TBE buffer at 5 V cm^−1^. Signals were detected for FAM-labelled fragment at the Ex 500 nm/Em 535 nm and for Cy5-labelled fragment at the Ex 630 nm/Em 700 nm.

### 4.8. Immunostaining of polytene chromosomes

*Drosophila* 3rd instar larvae were cultured at 18°C under standard conditions. Polytene chromosome staining was performed as described [21]. The following primary antibodies were used: rabbit anti-MSL1 at 1 : 500 dilution, rabbit anti-MSL2 at 1 : 500 dilution, and monoclonal mouse anti-FLAG at 1 : 100 dilution. The secondary antibodies were Alexa Fluor 488 goat anti-mouse 1 : 2000 and Alexa Fluor 555 goat anti-rabbit 1 : 2000 (Invitrogen). The polytene chromosomes were co-stained with DAPI (AppliChem). Images were acquired on a Nikon Eclipse Ti fluorescent microscope using a Nikon DS-Qi2 digital camera, processed with ImageJ 1.50c4 and Fiji bundle 2.0.0-rc-46. Three to four independent stainings and 4–5 samples of polytene chromosomes were performed with each MLE-expressing transgenic line.

### 4.9. ChIP-Seq

Chromatin was prepared from two- to three-day-old adult males. One gram of adult flies was ground in a mortar in liquid nitrogen and resuspended in 20 ml of buffer A (15 mM HEPES–KOH, pH 7.6, 60 mM KCl, 15 mM NaCl, 13 mM EDTA, 0.1 mM EGTA, 0.15 mM spermine, 0.5 mM spermidine, 0.5% NP-40, and 0.5 mM DTT) supplemented with 0.5 mM PMSF and Calbiochem Complete Protease Inhibitor Cocktail V. The suspension was then homogenized in a Potter and Dounce homogenizer with a tight pestle, filtered through a 100 µm nylon cell strainer (Miltenyi Biotec, USA), and cross-linked with 1% formaldehyde for 15 min at room temperature. Cross-linking was stopped by adding glycine to a final concentration of 125 mM. The nuclei were washed with three 10 ml portions of wash buffer (15 mM HEPES–KOH, pH 7.6, 60 mM KCl, 15 mM NaCl, 1 mM EDTA, 0.1 mM EGTA, 0.1% NP-40, and protease inhibitors) and one 5 ml portion of basic nuclear lysis basic buffer (15 mM HEPES, pH 7.6, 140 mM NaCl, 1 mM EDTA, 0.1 mM EGTA, 1% Triton X-100, 0.5 mM DTT, 0.1% sodium deoxycholate, and protease inhibitors) and resuspended in 1 ml of nuclear lysis buffer (15 mM HEPES, pH 7.6, 140 mM NaCl, 1 mM EDTA, 0.1 mM EGTA, 1% Triton X-100, 0.5 mM DTT, 0.1% sodium deoxycholate, 0.5% SLS, 0.1% SDS, and protease inhibitors). The suspension was sonicated in a Covaris ME220 focused-ultrasonicator (40 alternating 15-s ON and 45-s OFF intervals, peak power 75, duty % factor 25), and 50 µl aliquots were used to test the extent of sonication and measure the DNA concentration. Debris was removed by centrifugation at 14 000*g*, 4°C, for 10 min, and chromatin was pre-cleared with Protein A Dynabeads (Invitrogen, USA). Corresponding antibodies were incubated for 1 hour at room temperature with 20 µl aliquots of Protein A (anti-MSL1, 1 : 100; anti-MSL2, 1 : 100; anti-MSL3, 1 : 500) Dynabeads (Invitrogen, USA) mixed with 200 µl of PBST. Then antibody–Dynabead complexes were washed and equilibrated in nuclear lysis buffer. Chromatin samples containing 10–20 µg of DNA equivalent in 200 µl nuclear lysis buffer (2 µl aliquots of pre-cleared chromatin as input material) were incubated overnight at 4°C with antibody–Dynabead complexes. After 3 rounds of washing with lysis buffer supplemented with 500 mM NaCl and TE buffer (10 mM Tris–HCl, pH 8; 1 mM EDTA), the DNA was eluted with elution buffer (50 mM Tris–HCl, pH 8.0; 1 mM EDTA, 1% SDS), the cross-links were reversed, and the precipitated DNA was extracted using a ChIP DNA Clean &Concentrator kit (Zymo Research, USA).

The ChIP-seq libraries were prepared with NEBNext Ultra II DNA Library Prep kit per the manufacturer's instructions. Amplified libraries were quantified using fluorometry with DS-11 (DeNovix, USA) and Bioanalyzer 2100 (Agilent, USA). Diluted libraries were clustered on a pair-read flowcell and sequenced using a NovaSeq 6000 system (Illumina, USA).

ChIP-seq analysis was performed on paired-end reads data. Each sample was presented in 2 biological replicas. Preprocessing and peak calling was performed based on the pipeline described previously [63]. The cutadapt [64], Bowtie2 [65] and MACS2 [66] were employed for trimming, mapping and peak calling respectively. dm6 version of *Drosophila melanogaster* genome was used as a reference genome. Upon merging the replicates, coverage tracks in BedGraph format were generated using the deepTools [67] bamCoverage function, with a bin width of 50 bp, and extendReads option applied. The coverage tracks were further normalized by reads per kilobase of transcript, per million mapped reads (RPKM).

We assessed reproducibility using the IDR pipeline (https://sites.google.com/site/anshulkundaje/projects/idr), with *p-*value thresholds for true replicates, pseudoreplicates, and MACS2 was selected 0.05 and 0.01 respectively achieving rescue ratio (RR) or self-consistency ratio (SR) being less than 2.

Further analysis was conducted using R version 4.2.1 (http://www.r-project.org). To track changes in the ChIP-seq signal level between different lines, a unified list of peaks was created for each protein, using the findOverlapsOfPeaks function from ChIPpeakAnno package [68]. The average signal was calculated using getTagMatrix from ChIPseeker package [69]. Part of the peaks were assigned to HAS, by intersecting them with a list of combined HAS variants from three different studies [11,12,56]. Additionally closest to peaks genomic features were annotated using the annotatePeak function from clusterprofiler [70] with tssRegion set to 200. Gviz [71] were used for genomic track visualization. To measure the significance level of the signal change between MLE^ΔCBD^ and MLE^WT^ fly lines, we conducted Wilcoxon signed-rank tests on groups of the average signals calculated at vicinity of ±1000 bp from the middle of the peaks.

## Data Availability

Raw and processed ChIP-seq data are deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE239354. Additional information is provided in electronic supplementary material [72].

How the deposited data were processed for this re-analysis (not part of the article)

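The data are peak lists from ChIP-seq of MSL1, MSL2 and MSL3 in adult *Drosophila* males of the MLE WT-FLAG and MLE ΔCBD-FLAG lines, with 2 replicates per protein and line, and 1 preimmune serum library labelled as the MLE WT-FLAG line. The figure legend of the paper calls the nonspecific control IgG, while the axes of Fig. 6 call it PI. The authors trimmed reads with cutadapt, mapped them with Bowtie2 to dm6, called peaks with MACS2 and applied the IDR procedure, with thresholds of 0.05 and 0.01 named for true replicates, pseudoreplicates and MACS2. They deposited 6 lists, 1 per protein and line, with 20 columns each and no column labelled with a replicate, so the number of unmapped per-sample columns was 0. The fold enrichment of each peak is a ratio over background that the authors computed with MACS2. The −log10 p and −log10 q of each peak, the −log10 of the local and global IDR, and the −log10 p of the same peak in the pair of peak sets that were compared are also as the authors deposited them. The start, end and −log10 p of every deposited peak equal those of the first of these peak sets, so widths and ranks by −log10 p describe that set. The deposited lists give no fold enrichment per set, so the set behind the fold enrichment, and behind every rank and strength group made from it, is not known. Positions are in dm6 and are given here counted from 1.

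The lists hold no read counts. The depth of the libraries is therefore unknown here, and the number of peaks in a list depends on it as well as on the protein and the line. Because each protein and line has 1 list, and the pair of peak sets in it is not labelled with replicates, no comparison between lines was tested for significance, and no p-value is given. Shares are given with 95% Wilson intervals, which cover the counting of peaks only. Peaks of separate lists were called shared at an overlap of at least 1 bp, and shares were set beside 1000 random placements of the peaks on their own chromosomes, which keep each peak's width but not the local gene density or mappability. Within a list, the median of a group of peaks was set beside 10000 random sets of the same size, and ratios of medians were given with intervals from 1000 resamplings of the peaks. Promoters were taken as 200 bp either side of a transcription start, the setting named in the paper's methods, with the Ensembl release 115 annotation of BDGP6.54 (35694 transcripts and 18358 genes, transposable elements left out). GA repeats were sought as 4 GA units on either strand, within 100 bp of a peak's summit.

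The genes and peaks named in the text were set by a rule before the data were examined: the genes the paper names, the parts of the transgene, and the 3 peaks with the highest fold enrichment among gained autosomal MSL1 peaks, autosomal MSL2 peaks of MLE ΔCBD-FLAG males, and retained and lost MSL2 peaks of the X chromosome. Alternatives covered the overlap that counts as shared (50% of the shorter peak, or summits within 250 bp), the threshold (−log10 q of 3 or more), merged peaks, equal list lengths, −log10 p in place of the fold enrichment, means in place of medians, other windows for promoters, gene bodies and GA repeats, and other sequences counted with the autosomes. The thresholds on the global IDR (0.01 and 0.001) and the ranks by −log10 p were added after the data were examined.

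The overlap, placement, percentile, promoter and motif functions were tested on simulated lists. All 200 of 200 planted shared peaks were found among 564, and 0 others were called shared. All 150 planted retained peaks were found, as were 200 of 200 planted promoters and 200 of 200 planted GA repeats. Random sets had a mean percentile of 49.3. The work used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

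HAS coordinates, the coverage tracks, the control line without a transgene and the paper's electronic supplementary material were not used here. Claims about the average signal at a fixed set of peaks, and about peaks at HAS as against the rest of the X chromosome, were therefore left without data.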

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

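The tests of list length and of shared places below were chosen only after these counts had been seen, and the test of list length for MSL1 was rewritten after its values had been seen. Peaks on sequences other than the X chromosome and the autosomal arms are absent from the counts of Fig. 6, whose autosomal numbers equal those of the arms alone. In 5 of the 6 lists their number exceeded 3, the limit that a count of 0 allows. The lists of MLE WT-FLAG males held 4 such peaks for MSL1 and 6 for MSL3, and those of MLE ΔCBD-FLAG males held 13 for MSL1, 10 for MSL2 and 44 for MSL3. The MSL2 list of MLE WT-FLAG males held 2. In the MLE ΔCBD-FLAG lists, 3 of the MSL1 peaks, 2 of the MSL2 peaks and 19 of the MSL3 peaks lay on the Y chromosome or sequences assigned to it, and most others on sequences assigned to no chromosome. Their share of the list was 0.2058% (95% interval 0.09437 to 0.4484%) for MSL3 in MLE WT-FLAG males and 1.912% (1.428 to 2.557%) in MLE ΔCBD-FLAG males. For MSL2 it was 0.9009% (0.2474 to 3.225%) and 10.87% (6.012 to 18.86%).

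List length is argued against for MSL2 and MSL3, because the MLE ΔCBD-FLAG lists with 10 and 44 such peaks are shorter than the MLE WT-FLAG lists with 2 and 6. For MSL1 it is a sufficient account of the counts, since the 293 strongest peaks of the MLE ΔCBD-FLAG list included 4 such peaks and the MLE WT-FLAG list of 293 peaks held 4. A difference between the lines in the copies of repeated DNA, or in background that a single preimmune library from the MLE WT-FLAG line could not remove, stays open for MSL2 and MSL3. Such a difference should show at the same places with every antibody, and 8 of the 10 MSL2 peaks of this kind in MLE ΔCBD-FLAG males overlapped both an MSL1 and an MSL3 peak. The 59 MSL2 peaks of the X chromosome did so in 58 cases, however, so sharing does not separate background from binding. Of the 44 MSL3 peaks of this kind in MLE ΔCBD-FLAG males, 12 overlapped an MSL1 peak and 9 an MSL2 peak, but the MSL1 and MSL2 lists hold 13 and 10 such peaks in all, which limits these counts. For the MSL2 peaks, the explanations cannot be told apart with the deposited lists and 1 control. An effect of the CBD deletion on binding to these sequences also stays open and was not tested.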

How the results depend on the processing

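No paired analysis was possible because the replicates, although numbered 1 and 2 in both lines, were not labelled in the 1 list that the authors deposited per protein and line. For the same reason no replicate could be left out in turn. The stricter threshold of −log10 q of 3 or more and the merging of overlapping peaks removed or joined no peak, so both are void as checks. Counting every other sequence with the autosomes changed 9 of 18 results, none past its limit. Requiring an overlap of 50% of the shorter peak changed 5 of 32 results, none past its limit. Where a value below moved, the cause was not tested unless stated.

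With summits within 250 bp of each other, 17 of 28 results stayed within their limits. The retained share of MLE WT-FLAG peaks was 33.11% for MSL3 on the X chromosome and 50.4% on the autosomes, and gained MSL3 peaks on the X chromosome numbered 346. In MLE WT-FLAG males on the X chromosome, 69.23% of MSL1 peaks had an MSL2 peak, 42.11% an MSL3 peak, 79.17% of MSL2 peaks an MSL1 peak and 36.11% an MSL3 peak. In MLE ΔCBD-FLAG males, 53.48% of MSL1 and 62.71% of MSL2 peaks on the X chromosome and 43.48% of autosomal MSL2 peaks had an MSL3 peak. MSL3 of MLE WT-FLAG males stood at 42.43% of the gained autosomal MSL1 peaks. This criterion asks more of wide peaks by construction.

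With the same number of peaks from both lines, 7 of 13 results stayed within their limits. The retained share was 45.75% for MSL1 and 57.61% for MSL2 on the X chromosome and 70.69% for MSL3 on the autosomes, gained MSL1 peaks numbered 18 on the X chromosome and 119 on the autosomes, and 76.47% of the latter had an MSL3 peak of MLE ΔCBD-FLAG males. These changes follow from the shortened lists.

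With −log10 p in place of the fold enrichment, the ratio of X to autosomal peaks was 1.618 for MSL1 and 1.336 for MSL3 in MLE ΔCBD-FLAG males, and 6.824 for MSL2 and 3.047 for MSL3 in MLE WT-FLAG males, and it reversed for MSL1 in MLE WT-FLAG males, to 0.9796. The ratio of retained to lost X peaks was 3.077 for MSL1, 4.788 for MSL2 and 6.427 for MSL3. With means in place of medians, the X to autosome ratio was 1.148 for MSL1 in MLE ΔCBD-FLAG males, 2.822 for MSL2 and 2.185 for MSL3 in MLE WT-FLAG males, and for MSL3 in MLE ΔCBD-FLAG males it reversed to 0.9997, so that no difference between the X chromosome and the autosomes was left by that measure. The ratio of retained to lost MSL1 peaks was 1.936. The mean widths on the X chromosome were 1609, 898.3 and 3506 bp for MSL1, MSL2 and MSL3 in MLE WT-FLAG males and 1265, 425.9 and 1864 bp in MLE ΔCBD-FLAG males.

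The promoter share of gained autosomal MSL1 peaks was 90.8% within 1000 bp of a start and 78.34% by summit. The gene body share of MSL3 peaks from 1000 bp inside was 91.17% on the X chromosome and 65.89% on the autosomes in MLE WT-FLAG males, and 83.84% and 55.67% in MLE ΔCBD-FLAG males. Within 250 bp of the summit, the GA repeat share was 5.922% for X and 6.386% for autosomal MSL3 peaks of MLE WT-FLAG males. With 1 mismatch allowed it was 84.72% for X MSL2 peaks of MLE WT-FLAG males (89.09% of the retained and 83.23% of the lost), 56.68% for X MSL1 peaks, 15.24% and 16.6% for X and autosomal MSL3 peaks, 9.792% for gained autosomal MSL1 peaks and 21.74% for autosomal MSL2 peaks of MLE ΔCBD-FLAG males. A wider window or a looser match finds more repeats by construction.

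A global IDR of 0.01 or less in every list, added after the data were examined, changed 20 of 70 results and took 1 of them past its limit, since 0 autosomal MSL2 peaks were left in MLE WT-FLAG males. At 0.001 or less, also added, 38 of 70 moved. This threshold leaves out the less reproducible peaks, and their strength was not compared with that of the peaks kept. The MSL1 lists then held 179 and 348 peaks in MLE WT-FLAG and MLE ΔCBD-FLAG males, 151 of the former on the X chromosome, and 26 and 207 on the autosomes. The MSL2 lists held 0 autosomal peaks in MLE WT-FLAG males and, in MLE ΔCBD-FLAG males, 54 peaks, 39 on the X chromosome and 10 on the autosomes. Autosomal MSL3 peaks of MLE WT-FLAG males numbered 1148. The retained share was 71.52% for MSL1 and 18.33% for MSL2 on the X chromosome, and 100% for MSL1 and 62.37% for MSL3 on the autosomes. Gained MSL1 peaks numbered 26 and 181 on the X chromosome and the autosomes, and gained autosomal MSL2 peaks 10. Overlap was 88.74% for X MSL1 with MSL2, 75% for X MSL2 with MSL1 and 100% for autosomal MSL1 with MSL3 in MLE WT-FLAG males, and 73.91% for autosomal MSL1 and 90% for autosomal MSL2 with MSL3 in MLE ΔCBD-FLAG males. The X to autosome ratio was 1.201 for MSL1 and 1.047 for MSL3 in MLE ΔCBD-FLAG males and 1.77 for MSL3 in MLE WT-FLAG males, and the retained to lost ratio of MSL1 1.448. Median X widths were 1644 and 1330 bp for MSL1 and 2744 and 1476 bp for MSL3 in MLE WT-FLAG and MLE ΔCBD-FLAG males. The promoter share was 76.24%, MSL3 stood at 70.17% (MLE ΔCBD-FLAG) and 54.7% (MLE WT-FLAG) of gained MSL1 peaks, gene body shares of MSL3 were 98% and 81.27% on the X chromosome and autosomes of MLE WT-FLAG males and 68.96% on the autosomes of MLE ΔCBD-FLAG males, and GA repeat shares were 28.48% for X MSL1 peaks of MLE WT-FLAG males and 48.48% for retained MSL2 peaks.

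Ranks of peaks at the 4 named X genes by −log10 p stayed within 1.5 times of those by fold enrichment in 22 of 24 cases. The exceptions were *CG1518* in the MSL3 list of MLE WT-FLAG males, at rank 2 in place of 1, and *roX1* in the MSL1 list of MLE ΔCBD-FLAG males, at rank 4 in place of 1. The depth of the libraries is unknown here, and it limits every count of peaks and every peak called lost or gained, because a peak near the threshold can leave a list with fewer reads.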

Differences from the paper's values

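The paper gives the share of original MSL3 peaks of the X chromosome that were retained in MLE ΔCBD-FLAG males as approximately 70%, the paper's value, while 40.29% of the peaks in the deposited MLE WT-FLAG list overlapped a peak of the MLE ΔCBD-FLAG list. None of the alternatives set before the data were examined closed the gap. The share was 40.29% with an overlap of 50% of the shorter peak, with the −log10 q threshold and with merged peaks, 33.11% with summits within 250 bp and 41.18% with the same number of peaks from both lists. On another scale, the number of MSL3 peaks on the X chromosome in MLE ΔCBD-FLAG males was 66.7% of the number in MLE WT-FLAG males.

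The other values of the paper's text that were also computed here lay within 1.5 times of each other. The paper's totals of 294 and 568 peaks for MSL1, 223 and 82 for MSL2 and 2948 and 2271 for MSL3 stood against 293 and 577, 222 and 92, and 2915 and 2301 in the deposited lists. The paper's 330 new autosomal MSL1 peaks stood against 337, or 119 with the same number of peaks from both lists. The paper's 25% of HAS that kept MSL2 stood against 25.46% of all MSL2 peaks on the X chromosome, or 57.61% with the same number of peaks from both lists. Both values at the same number of peaks follow from the shortened lists. The autosomal counts of Fig. 6 equal those of the deposited lists, and its counts on the X chromosome add up to about 250 and about 190 for MSL1 and about 1100 and about 700 for MSL3 in Fig. 6, read by eye, against 247 and 187, and 1030 and 687.

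The paper describes MSL3 peaks of the X chromosome as having several times the average signal of autosomal peaks. Within the deposited MLE WT-FLAG list, the ratio of median fold enrichments was 1.89 and that of the means 2.18. The signal of the paper is a normalized coverage, which was not used here. The paper states that the new autosomal MSL1 peaks were mostly at promoters, and 84.57% of the gained peaks were, but the 3 with the highest fold enrichment were not.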

Other observations

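Every test below was chosen only after the result it bears on, or a value close to it, had been seen. All rest on the deposited lists of the same experiment, and every explanation offered is a hypothesis.

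The 337 autosomal MSL1 peaks gained in MLE ΔCBD-FLAG males were set against several technical accounts. A longer list would not suffice, since the 293 strongest MSL1 peaks of MLE ΔCBD-FLAG males included 159 autosomal peaks (54.27%, 95% interval 48.54 to 59.88%), against 42 in the MLE WT-FLAG list of 293. The TM6 balancer, present in the MLE WT-FLAG line only, would place the gained peaks on chromosome 3 if it acted on its own chromosome alone. Of the gained peaks on chromosomes 2 and 3, 57.7% (52.32 to 62.91%) were on chromosome 3, which makes up 55.22% of that length, and 140 lay on 2L and 2R. An effect of the balancer on all chromosomes stays open, because this share cannot test it. Mixing of MSL3 chromatin into the MSL1 libraries would not account for the 118 gained peaks (35.01%) outside all MSL3 peaks of both lines, of which 106 were at promoters. For the other 219 gained peaks, such mixing and true shared binding cannot be told apart, because both predict the overlap. Enrichment of promoters by any antibody in MLE ΔCBD-FLAG chromatin should give MSL3 peaks there too, since the MSL3 list is the longer one. Of the gained peaks, 127 lay outside all MSL3 peaks of MLE ΔCBD-FLAG males (37.69%, 32.68 to 42.97%), and 114 of these were at promoters. These 127 peaks were weak, however, with a median fold enrichment of 2.735 (interquartile range 2.488 to 3.138). The smallest −log10 q was 8.33 in the MSL3 list of this line and 6.66 in its MSL1 list. With the depth unknown, weak promoter enrichment could have missed the MSL3 list, so the 127 peaks do not rule this account out. Among the 100 strongest gained peaks 23 lacked MSL3 (15.84 to 32.15%), against 14 of the 187 X MSL1 peaks of MLE ΔCBD-FLAG males (7.487%, 4.512 to 12.17%). The promoter share of autosomal MSL3 peaks was 49.07% in MLE WT-FLAG males and 49.55% in MLE ΔCBD-FLAG males. For the 210 gained peaks with MSL3 of MLE ΔCBD-FLAG males, such enrichment and true shared binding cannot be told apart, because both give an MSL3 peak, and the MSL2 list holds too few autosomal peaks to decide. A difference in sequencing depth between the libraries, whose reads were not used here, and an effect of the CBD deletion both stay open.

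The 40 autosomal MSL1 sites present in both lines moved up the list. Their median rank was 155 of 293 in MLE WT-FLAG males and 27.5 of 577 in MLE ΔCBD-FLAG males, where 29 of them stood among the first 50. A longer list adds weaker peaks and cannot raise ranks. Ranks are relative, however, so a fall of the X peaks alone could raise those of the 40 sites. Enrichment of these sites by any antibody stays open. An MSL2 peak of either line stood at 0 of the 40, but the MSL2 lists hold 4 and 23 autosomal peaks in MLE WT-FLAG and MLE ΔCBD-FLAG males, too few to decide. An MSL3 peak of MLE ΔCBD-FLAG males was present at 38 of the 40, so the rise may come from MSL1 and MSL3 binding or from MSL3 chromatin in the MSL1 libraries, and these cannot be told apart because both give an MSL3 peak. The MSL3 peaks at these sites also rose in rank, from a median of 612 of 2915 to 206 of 2301, with the same limit. Of the 40 sites, 21 were at promoters and 2 had a GA repeat with 1 mismatch allowed.

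The 23 autosomal MSL2 peaks of MLE ΔCBD-FLAG males differed from the MSL2 peaks of the X chromosome. None overlapped a peak of MSL1, MSL2 or MSL3 in MLE WT-FLAG males (0 of 23, 95% interval up to 14.31%), which argues against a move of MSL2 to autosomal sites already held by MSL1 or MSL3. None had an exact GA repeat at the summit (0 of 23), against 65 of 216 X peaks of MLE WT-FLAG males (30.09%, 24.37 to 36.51%). With 1 mismatch allowed, 5 of 23 had a repeat, against a median of 8.7% in random placements, 91 of 1000 of which gave as high a share. The peaks were clustered, with 15 of 23 within 10 kb of another (65.22%, 44.89 to 81.19%). In complete lists of similar length, 2 of the 59 X MSL2 peaks of MLE ΔCBD-FLAG males and 0 of the 42 autosomal MSL1 peaks of MLE WT-FLAG males had such a neighbour (3.39% and 0%, with intervals up to 11.54% and 8.38%). In longer lists, 43 of the 216 X MSL2 peaks of MLE WT-FLAG males (19.91%) and 53 of the 377 autosomal MSL1 peaks of MLE ΔCBD-FLAG males (14.06%) had one. In the whole autosomal MSL3 lists, which are far denser, the share was 53.96% in MLE WT-FLAG males and 41.72% in MLE ΔCBD-FLAG males. The 9 peaks that also carried MSL1 and MSL3 in MLE ΔCBD-FLAG males and the pair at the end of 2R, 722 and 1246 bp from the last base of the arm, were noticed after their values were seen. Clusters of this kind are consistent with a few stretches of DNA that have more copies or more background in the MLE ΔCBD-FLAG line, with the preimmune library taken from the other line, but a local gain of MSL2 binding over the same genes stays open. Of the 23 peaks, 13 lay on 3R and 1 on 3L, against 3 each on 2L, 2R and chromosome 4. Chromosome 3 stood over TM6 in MLE WT-FLAG males only. A difference tied to the balancer therefore also stays open for these peaks and was not tested. No input or preimmune library of MLE ΔCBD-FLAG males was analysed here.

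The MSL2 peaks retained on the X chromosome were largely the strongest of the MLE WT-FLAG list. Among its 55 strongest X peaks 44 were retained, where random sets of 55 gave a median of 14 and at most 25. This is consistent with an even fall in MSL2 signal against a fixed threshold, by which weaker peaks leave the list first. It would not account for the 4 X peaks gained in MLE ΔCBD-FLAG males, which had a median fold enrichment of 4.31 within that list, against 3.118 for the 55 shared peaks, and a median rank of 19.5, against 37. Whether the fall is one of binding or of the quality of the MSL2 libraries in MLE ΔCBD-FLAG males stays open. GA repeats stood at similar shares of the groups in the deposited lists, where 19 of 55 retained peaks (34.55%, 23.36 to 47.75%) and 46 of 161 lost peaks (28.57%, 22.16 to 35.99%) had one. At a global IDR of 0.001 or less, an alternative chosen after the data were examined, the shares were further apart, at 16 of 33 retained peaks (48.48%, 32.5 to 64.78%) and 41 of 147 lost peaks (27.89%, 21.28 to 35.63%), with intervals that overlap. On the X chromosome, GA repeats stood at 21.05% of MSL1 peaks and 3.495% of MSL3 peaks of MLE WT-FLAG males, against random medians of 1.62% and 1.55%, and at 2 of the 337 gained autosomal MSL1 peaks (0.5935%, 0.1629 to 2.138%), against 0.89%.

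The authors' deposited table gives, for each peak, the −log10 p in each of the pair of peak sets that the IDR procedure compared. By the authors' deposited table, the first set was stronger at 86.9% and 80.4% of the MSL2 peaks of MLE WT-FLAG and MLE ΔCBD-FLAG males, and at 50.9% and 49.6% of the MSL1 peaks and 49.4% and 48% of the MSL3 peaks. The smallest −log10 of the global IDR in the authors' deposited table was 2.01 and 2 for MSL1, 2 for both MSL3 lists and lower for both MSL2 lists. The methods name the values 0.05 and 0.01, the latter being 2 on this scale, for true replicates, pseudoreplicates and MACS2, and do not say plainly which value belongs to which. These values are consistent with MSL1 and MSL3 lists taken from pseudoreplicates, which are random parts of the pooled reads, and MSL2 lists from true replicates. If so, the MSL1 and MSL3 lists carry no information on the spread between the biological replicates. True replicates of matching depth could give an even balance too, so this stays open. The start, end and −log10 p of each deposited peak are those of the first set, which for MSL2 was the stronger one.

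Among the other genes fixed in advance, *msl-1*, *msl-3* and *y* had no peak in any of the 6 lists. *Clamp* carried 1 MSL3 peak in each line and *mof*, on the X chromosome, 1 MSL3 peak in each line. The peak that overlapped *mof* in MLE WT-FLAG males had its summit in coding sequence of *Usp30*. At *msl-2* (2L 3462218 to 3466112), the MSL1 list of MLE ΔCBD-FLAG males had 2 peaks, a peak of 1968 bp with its summit in coding sequence and a peak of 307 bp 6 bp from the start, at ranks 559 and 315 of 577, and no other list had any. *Ubi-p63E*, whose promoter drives the transgene, carried an MSL3 peak in both lines and an MSL1 peak in MLE ΔCBD-FLAG males only. The summit of that MSL1 peak lay outside the gene, 41 bp from the start of *Sc2*.

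At *mle* (2R 5974857 to 5980778) the MSL3 list of MLE ΔCBD-FLAG males held 3 peaks, at ranks 1111, 1299 and 2178 of 2301, and no other list had any. The MLE ΔCBD-FLAG line is homozygous for the *mle* transgene and the MLE WT-FLAG line heterozygous, so reads from the transgene might raise the coverage of *mle* in MLE ΔCBD-FLAG males. If the transgene lacks the introns, which the paper's text does not state, these peaks should lie on exons. They did so over 100% of their length, where the exons make up 78.37% of the gene and random places in it gave a median of 73.1% (percentile 98.17). However, 488 other autosomal genes with an exon share up to that of *mle* had an MSL3 peak inside. In 128 of them (26.23%) the peaks lay wholly on exons too, so reads from the transgene and MSL3 binding at *mle* cannot be told apart. The comparison with other genes was added after the first values had been seen.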
